# Deficiency in interleukin-18 promotes differentiation of brown adipose tissue resulting in fat accumulation despite dyslipidemia

**DOI:** 10.1186/s12967-018-1684-3

**Published:** 2018-11-19

**Authors:** Kyosuke Yamanishi, Seishi Maeda, Sachi Kuwahara-Otani, Takuya Hashimoto, Kaoru Ikubo, Keiichiro Mukai, Keiji Nakasho, Naomi Gamachi, Yosif El-Darawish, Wen Li, Daisuke Okuzaki, Yuko Watanabe, Hiromichi Yamanishi, Haruki Okamura, Hisato Matsunaga

**Keywords:** Interleukin-18, Interleukin-18 knockout, Brown adipocytes, Brown adipose tissue, Lipid metabolism, Adipogenesis

## Abstract

**Background:**

The cytokine, interleukin-18 (IL-18), was originally identified as an interferon-γ-inducing proinflammatory factor; however, there is increasing evidence suggesting that it has non-immunological effects on physiological functions. We have previously investigated the potential pathophysiological relationship between IL-18 and dyslipidemia, non-alcoholic fatty liver disease and non-alcoholic steatohepatitis, which were mediated by lipid energy imbalance. Therefore, herein we focused on brown adipocytes (BAs) and brown adipose tissue (BAT) related to energy consumption as non-shivering thermogenesis.

**Methods:**

*Il18*^−/−^ male mice were generated on the C57Bl/6 background, and littermate C57Bl/6 *Il18*^+/+^ male mice were used as controls. To reveal the direct effect of IL-18, primary cell cultures derived from both mice were established. Moreover, for molecular analysis, microarray, quantitative reverse transcription PCR and western blotting were performed using 6 and 12 weeks old mice. To evaluate the short- and long-term effects of IL-18 on BAT, recombinant IL-18 was administered for 2 and 12 weeks, respectively.

**Results:**

Compared with *Il18*^+/+^ mice, BAT of *Il18*^−/−^ mice showed earlier differentiation and lipid accumulation. To examine the direct effect of IL-18 on BAT, BA cell cultures were established. *Myogenic factor 5*-expressing adipose precursor cells were extracted from *Il18*^+/+^ and *Il18*^−/−^ mice. PR domain containing 16 (PRDM16), a differentiation inducer, was strongly expressed in *Il18*^−/−^ BAs, and uncoupling protein 1, a thermogenic and differentiation marker, was upregulated, resulting in the promotion of BA differentiation. Moreover, PRDM16-dependent and independent molecules related to BAT function, such as fibroblast growth factor 21, were activated. These findings were confirmed by comparing *Il18*^+/+^ and *Il18*^−/−^ mice at 6 and 12 weeks of age. Additional analyses of the molecular mechanisms influencing the ‘Quantity of adipocytes’ identified three associated genes, apolipoprotein C3 (*Apoc3*), insulin-induced gene 1 (*Insig1*) and vitamin D (1,25-dihydroxyvitamin D3) receptor (*Vdr*). Intravenous administration of IL-18 not only significantly improved the expression of some of these genes, but it also significantly decreased the adipocytes’ size.

**Conclusions:**

This study demonstrated the critical function of IL-18 in differentiation and lipid metabolism in BAs. Furthermore, IL-18 may contribute to novel treatments by improving the energy imbalance.

**Electronic supplementary material:**

The online version of this article (10.1186/s12967-018-1684-3) contains supplementary material, which is available to authorized users.

## Background

The prevalence of obesity and dyslipidemia is currently increasing, resulting in elevated morbidity of metabolic syndromes [1]. Obesity is closely related to changes in the serum concentration of important lipid biomarkers, as well as to dyslipidemia and the development of complications such as arteriosclerosis [1, 2]. Despite the large number of patients suffering from these conditions, the factors contributing to dyslipidemia and their effective treatment remain to be elucidated.

The cytokine, interleukin-18 (IL-18), was originally identified as an interferon (IFN)-γ-inducing proinflammatory factor. However, there is increasing evidence to support it has non-immunological effects on physiological functions [3, 4]. IL-18 is produced as an inactive 24-kDa precursor and is processed by inflammasomes into an active 18-kDa mature form [5–8]. Previous studies have reported that IL-18-deficient mice developed hyperphagia, obesity and insulin resistance [9]. Moreover, these mice presented with dyslipidemia, non-alcoholic fatty liver diseases (NAFLD) and non-alcoholic steatohepatitis (NASH), and they were also related to kidney function [10, 11]. In human studies, the serum concentration of IL-18 was significantly higher in patients with type 2 diabetes mellitus and with metabolic syndrome than in healthy controls [12, 13].

Brown adipocytes (BAs) have been shown to be differentiated from myogenic factor 5 (*Myf5*)-positive progenitors, and PR domain containing 16 (PRDM16), a transcription regulator of differentiation, induced differentiation into BAs and not skeletal muscle [14]. PRDM16 acts as a transcription co-regulatory factor by activating peroxisome proliferator-activated receptor γ (PPARγ), which activates the PPARγ coactivator 1-α (*Pgc1α*) promoter [15, 16]. BAs and brown adipose tissue (BAT) express the unique molecule, uncoupling protein 1 (UCP1), which uncouples ATP production from oxidative phosphorylation, resulting in thermogenesis in mitochondria [17–20]. BAT is indispensable for basal and inducible energy generation in mammals [21, 22]. In addition, not only infant, but also adult humans have activated BAT for non-shivering thermogenesis. BAT is a very insulin-sensitive tissue, and chronic high-fat diet resulting in insulin resistance caused reduced glucose uptake by BAT in rodents, which led to diabetes [21, 23]. Decreased BAT activation has been shown in obese humans, and BAT dysfunction has been associated with obesity and metabolic diseases [24–26]. Therefore, BAT has an important role in maintaining human energy metabolism, especially the lipid balance.

A previous study has demonstrated that *IL*-*18*-knockout (*Il18*^−/−^) mice have a remarkably increased body weight accompanied by high insulin resistance and dyslipidemia [9, 10]. We have previously shown that IL-18 administration not only remarkably improved dyslipidemia, NAFLD and NASH in *Il18*^−/−^ mice, but it also inhibited body weight gain in *Il18*^+/+^ mice [10]. These results suggest there are certain relationships between IL-18 and glucose and lipid homeostasis. However, the pathophysiological mechanism and relationship between dyslipidemia and adipose tissue remain unclear.

Therefore, we investigated whether IL-18 promotes efficient use of energy through lipid metabolism in BAs and BAT. Furthermore, we examined whether IL-18 affects the differentiation and growth of BAs and BAT. To verify these hypotheses, we analyzed the role of IL-18 in the regulation of lipid concentration and cell growth in BAs and BAT as follows: (i) histopathological examination of BAs and BAT from *Il18*^+/+^ and *Il18*^−/−^ mice; (ii) analysis of primary cell cultures was performed in vitro, and thermogenic and adipogenic genes were compared; (iii) we analyzed the molecular mechanisms affected during metabolic diseases; and (iv) we assessed the lipid-normalizing effect of recombinant IL-18 (rIL-18).

## Methods

### Animals

*Il18*^−/−^ male mice were generated on the C57Bl/6 mouse background as previously described [27]. Littermate C57Bl/6 *Il18*^+/+^ male mice were used as controls. Mice were housed in groups of 3–5 in polycarbonate cages placed in a colony room maintained at a constant temperature (22 ± 1 °C) and humidity (50–60%), under a 12-h light/dark cycle (lights on at 8 a.m) with free access to standard food (MF, Oriental Yeast Co., Ltd., Tokyo, Japan) and water. All mice were sacrificed at 10 a.m. Samples from *Il18*^+/+^ and *Il18*^−/−^ mice for molecular, biochemical and histological analyses were taken at the same time points with n = 12–18, excluding in vitro and rIL-18 treatment experiments. Five to six and three mice per group were included in the short- and long-term rIL-18 treatment groups, respectively. The rIL-18 treatment details are described in the section, “Short- and long-term treatment of mice with rIL-18”.

Animal experiments were conducted according to the “Guide for Care and Use of Laboratory Animals” published by the National Institutes of Health (NIH), and were approved by the Animal Care Committee of Hyogo College of Medicine (#28041 and #14-020).

### Cell culture

The stromal vascular fraction containing adipose precursor cells was dissected from the interscapular brown fat pads of the *Il18*^+/+^ and *Il18*^−/−^ male mice at 6 weeks of age. For cell culture, tissues from 5 to 9 animals were pooled and the equivalent of 1.5 animals was used for one culture. The tissues were minced and incubated in a buffer containing 2 mg/ml collagenase Type I (Wako Pure Chemical Industries, Ltd., Osaka, Japan) and 2% bovine serum albumin for 1 h at 37 °C in a shaking bath at 100 cycles/min. Digested tissues were filtered through a 100-μm cell strainer (BD Biosciences, Tokyo, Japan) and centrifuged at 1500 rpm (440×*g*) for 10 min. The cell pellet was treated with an ammonium–chloride–potassium (ACK) solution and centrifuged again. The cells were suspended in Dulbecco’s modified Eagle’s high glucose medium supplemented with 10% fetal bovine serum and 1% penicillin/streptomycin (Nacalai Tesque, Inc., Kyoto, Japan), and seeded on 6-well plates after filtration through a 40-μm cell strainer (BD Biosciences). Then, cells were plated overnight, and attached cells were washed with phosphate-buffered saline (PBS) and grown for about 3 days in a humidified atmosphere of 5% CO_2_ and 20% oxygen until confluence. When the cells reached confluence, 0.5 mM 3-isobutyl-1-methylxanthine (IBMX) and 1 μM dexamethasone (Dex) were added to induce differentiation with or without rIL-18 (100 ng). Then, the cells were maintained in differentiation medium (10 μg/ml insulin, 50 nM triiodothyronine) for 7 days; the medium was changed every 2–3 days. The fully differentiated cells in the presence or absence of rIL-18 were harvested on day 7.

### Histological analysis

In the in vitro study, fully differentiated BAs were fixed with 4% periodate-lysine-paraformaldehyde for 1 h and processed for histological staining with Oil Red O.

In the in vivo experiment, three to five mice per group were used for histopathological analysis. Mice were deeply anesthetized with isoflurane and perfused transcardially with periodate-lysine-paraformaldehyde fixative at 10 a.m. The fixed BATs were removed, cut into small pieces and immerged in the same fixative at 4 °C overnight. The specimens were processed for histological staining by embedding sections in paraffin for hematoxylin and eosin staining. Stained sections were mounted, and pathological diagnosis was determined in a blinded fashion by specialists. Stained cells and tissue sections were photographed using an optical microscope and CCD camera (AX-80 and DP-71, Olympus, Tokyo, Japan).

### Molecular analysis

The protocols for sample collection, mRNA purification, microarray, Ingenuity^®^ Pathway Analysis (IPA; Ingenuity^®^ Systems, Redwood, CA, USA) and quantitative reverse transcription PCR (qRT-PCR) have been described previously [10, 11, 28]. Mice were euthanized by decapitation at 10 a.m, and BATs were removed and immediately placed in liquid nitrogen, and then kept at − 80 °C until use.

Total RNA was purified from mouse BAT using a Sepasol-RNA I Super kit (Nacalai Tesque, Kyoto, Japan) according to the manufacturer’s instructions, and treated with 5 units of RNase-free DNase I at 37 °C for 30 min to remove genomic DNA contamination. After phenol/chloroform extraction and ethanol precipitation, total RNA was dissolved in deionized distilled water. RNA concentrations were determined by spectrophotometry.

For microarray analysis, expression profiling was performed using SurePrint G3 Mouse GE 8 × 60 K Microarray G4852A (Agilent Technologies Inc., Santa Clara, CA, USA). Twelve microarray analyses as a one-color experiment were performed in biological triplicates. Each gene expression profile was compared between *Il18*^+/+^ and *Il18*^−/−^ mice at 6 and 12 weeks of age. Total RNA (200 ng) was reverse transcribed into double-stranded cDNA using AffinityScript multiple temperature reverse transcriptase (Agilent Technologies Inc.), and amplified. The resulting cDNAs were used for in vitro transcription by T7-polymerase and labeled with cyanine-3-labeled cytosine triphosphate (Perkin Elmer, Wellesley, MA, USA) using a Low Input Quick-Amp Labeling Kit (Agilent Technologies Inc.). After the labeled cDNAs were fragmented, each cDNA sample was hybridized to SurePrint G3 Mouse GE 8 × 60 K Microarray (Agilent Design # 028005). After washing, the slides were scanned with an Agilent Microarray Scanner (G2505C). Feature extraction software (version 10.5.1.1; Agilent Technologies Inc.) was used to convert images into gene expression data. For microarray data analysis, raw data were imported into Subio platform version 1.18 (Subio Inc., Kagoshima, Japan), and raw intensity data were normalized to the 75th percentile intensity of probes above the background levels (gIsWellAbove = 1). The BAT genes in *Il18*^+/+^ and *Il18*^−/−^ mice were defined to show signal ratios of > 2.0-fold and < 0.5-fold. Details of the microarray analysis and results can also be found in the Gene Expression Omnibus (GEO; Accession No. GSE64308).

Heatmaps were generated using the open source web tool, ClustVis (https://biit.cs.ut.ee/clustvis/), as previously described [29].

IPA software was used for microarray analysis for the interpretation of gene expression data. The IPA network explorer was used to detect relevant interactions among the *Il18*^+/+^ and *Il18*^−/−^ genes, and identify the shortest direct paths between genes [10, 28].

For qRT-PCR, BAT samples at 6 and 12 weeks of age were obtained from the same animals used for the microarray analysis. Total RNA (10 ng/reaction) was used in the RNA-direct SYBR Green Real-Time PCR Master Mix: One-step qPCR kit (Toyobo Co. Ltd., Tokyo, Japan). Samples were run in duplicate reactions in 96-well plates. Median threshold cycle values were used to calculate the fold changes (FC) between the samples of the groups. The FC values were normalized to glyceraldehyde 3-phosphate dehydrogenase (*Gapdh*) or β-actin (*Actb*) levels. The following temperature profile was used according to the manufacturer’s instructions: 30 s at 90 °C and 20 min at 61 °C for reverse transcription, followed by 45 cycles of 98 °C for 1 s, 67 °C for 15 s and 74 °C for 35 s. The primer sequences for qRT-PCR are shown in Additional file 1.

### Western blotting

Mouse BAs/BATs were minced in lysis buffer (1% Nonidat P-40, 20 mM Tris–HCl, pH 8.0, 150 mM NaCl, 10% glycerol) containing protease inhibitor cocktail (Complete™, Roche, Mannheim, Germany), and then homogenized on ice using a sonicator (Sonifier II, Branson, MO, USA). Each lysate was centrifuged at 13,000×*g* for 3 min and the supernatant was collected. The protein concentration of each specimen was determined with a Bradford protein assay kit (Bio-Rad Laboratories, Hercules, CA, USA). Samples were denatured in Laemmli sample buffer for 5 min at 95 °C, electrophoresed in a 12.5% sodium dodecyl sulfate polyacrylamide gel, and transferred onto polyvinylidene difluoride membranes (Hybond-P, Amersham Bioscience, Little Chalfont, UK). The antibodies used were monoclonal rabbit anti-β-actin (ACTB; Cat. No. 5125S; Cell Signaling Technology, Inc., Danvers, MA, USA), adipose triglyceride lipase (ATGL; Cat. No. 2439, Cell Signaling), fatty acid binding protein (FABP4; Cat. No. 3544, Cell Signaling), fibroblast growth factor 21 (FGF21; Cat. No. LS-B5864, LifeSpan Biosciences, Inc. Seattle, WA, USA), IL-18 (IL18; Cat. No. D046-3, Medical & Biological Laboratories Co., Ltd., Tokyo, Japan), monoclonal rabbit anti-GAPDH (Cat. No. 3683S; Cell Signaling Technology, Inc.), PGC1α (Cat. No. Ab3242, Merck Millipore, MA, USA), Ser563-phosphorylated hormone-sensitive lipase (pHSL563; Cat. No. 4139, Cell Signaling), Ser565-phosphorylated HSL (pHSL565; Cat. No. 4137, Cell Signaling), PPARγ (Cat. No. 2430, Cell Signaling), PRDM16 (Cat. No. Ab106410, Abcam plc, Cambridge, UK) and UCP1 (Cat. No. Ab10983, Abcam plc). Membranes were blocked with 1% bovine serum albumin in PBS containing 0.1% Triton X-100 (TPBS), incubated with primary antibodies at 4 °C overnight, followed by incubation with horseradish peroxidase-conjugated secondary antibodies (#NA9340V and #RPN1025, GE Healthcare, Buckinghamshire HP7 9NA, UK). Washing with TPBS was performed after each treatment. Antibody reactions were captured using the photo-image analyzer, LAS-4010 (Fuji Photo Film Co., Ltd., Tokyo, Japan). The density of specific protein bands was measured with ImageJ (http://rsbweb.nih.gov/ij/, version 1.6), and the results obtained were normalized to β-actin levels. The mean of measured bands in the controls was set to one. We also assessed positive controls.

### Short- and long-term treatment of mice with rIL-18

To determine the response to rIL-18 treatment, mice were administered 2 µg of rIL-18 dissolved in saline containing heat-inactivated normal mouse serum (0.5%). They were injected twice a week via the caudal vein for 2 weeks (short-term study) from 10 weeks of age, and for 12 weeks (long-term study) from 12 or 37 weeks of age, as previously reported [10]. For control experiments, saline was injected using the same procedure. Five to six and three mice per group were included in the short- and long-term treatment groups, respectively.

### Statistical analysis

All results are expressed as mean ± SD. Sigmaplot™ (version 11.0 Systat Software, Inc., San Jose, CA, USA) was used for all statistical analyses. Body weight, serum measurement, qRT-PCR and western blotting were analyzed by the Student *t*-test or Mann–Whitney *U*-test. Analysis of rIL-18 administration was examined by two-way analysis of variance (ANOVA). Correlations between microarray and qRT-PCR were examined by Spearman’s rank correlations test. Differences were considered statistically significant when *p* < 0.05. All analyses were performed at least twice to confirm the results.

## Results

### The differentiation ability of the BA progenitors

First, we confirmed there were no direct or indirect interactions between IL-18 and molecules related to cell differentiation and thermogenesis in BAs using the IPA database (Additional file 2).

The differentiation of BAs after induction is shown in Fig. 1a. BAs from *Il18*^−/−^ mice were more differentiated and contained more lipids than those from *Il18*^+/+^ mice (Fig. 1a). Furthermore, when we examined the protein expression of the induction marker, PRDM16, it was significantly higher in cells from *Il18*^−/−^ mice than in cells from *Il18*^+/+^ mice (Fig. 1b, c). In addition, the markers, UCP1, FGF21, PGC1α, FABP4, PPARγ1 and PPARγ2, showed significantly increased expression in cells from *Il18*^−/−^ mice compared with that in *Il18*^+/+^ mice (Fig. 1b, c). The expression of the lipolysis markers, ATGL and pHSL, was higher in cells from *Il18*^−/−^ mice compared with cells from *Il18*^+/+^ mice (Fig. 1d). Moreover, the mRNA expression of *Lep*, *Pgc1b*, *Elovl3*, *Adrb3*, *Cd36* and *Ucp3* was higher in cells from *Il18*^−/−^ mice compared with cells from *Il18*^+/+^ mice, whereas *Cebpb* was unchanged, and *Dio2* was significantly suppressed (Fig. 1e).

**Fig. 1:**
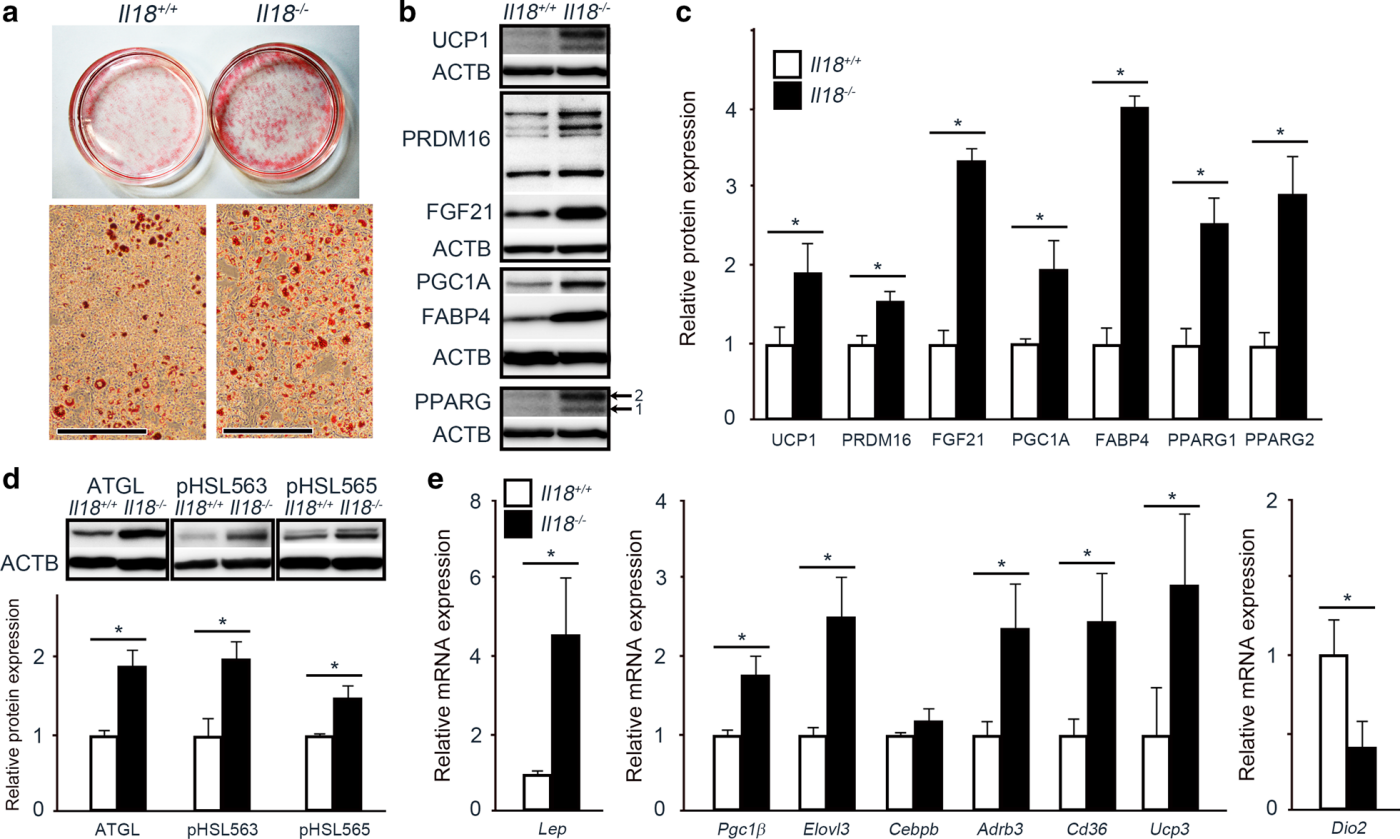
Brown adipose precursor cells from *Il18*^−/−^ mice differentiate much more than cells from *Il18*^+/+^ mice. **a** Histopathological analysis of differentiated BAs with Oil Red O staining. **b**, **c** The protein expression of differentiation and thermogenic markers in each group was compared. **d** The expression of lipolysis markers. **e** The expression of other molecules related to BA function in *Il18*^−/−^ and *Il18*^+/+^ mice. Data are presented as mean ± SD (**b**–**e**; n = 3 per group), *p < 0.05. All experiments were repeated at least three times. Scale bars, 50 μm (**a**). ACTB: β-actin; *Adrb3*: adrenergic receptor β 3; ATGL: adipose triglyceride lipase; *Cd36*: cluster of differentiation 36; *Cebpb*: CCAAT/enhancer binding protein (C/EBP) beta; *Dio2*: type II iodothyronine deiodinase; *Elovl3*: elongation of very long chain fatty acids protein 3; FABP4: fatty acid-binding protein 4; FGF21: fibroblast growth factor 21; *Lep*: leptin; PGC1α: peroxisome proliferator-activated receptor γ coactivator 1-α; *Pgc1b*: peroxisome proliferator-activated receptor γ coactivator 1-β; pHSL563: phospho-HSL (Ser563); pHSL565: phospho-HSL (Ser565); PPARγ: peroxisome proliferator-activated receptor γ; PRDM16: PR domain containing 16; UCP1: uncoupling protein 1; *Ucp3*: uncoupling protein 3

### Histopathological observations of BAT during growth in vivo

Histopathological appearances were examined in BAT of *Il18*^−/−^ and *Il18*^+/+^ mice at 6, 12 and 48 weeks of age. At 6 weeks of age, more lipids were observed in BAT from *Il18*^−/−^ mice than in that from *Il18*^+/+^ mice (Fig. 2a). At 12 weeks of age, a clear difference was not observed. However, at 48 weeks of age, significantly more and larger lipid droplets, and squamous nuclei were observed in *Il18*^−/−^ mice than in *Il18*^+/+^ mice (Fig. 2a).

**Fig. 2:**
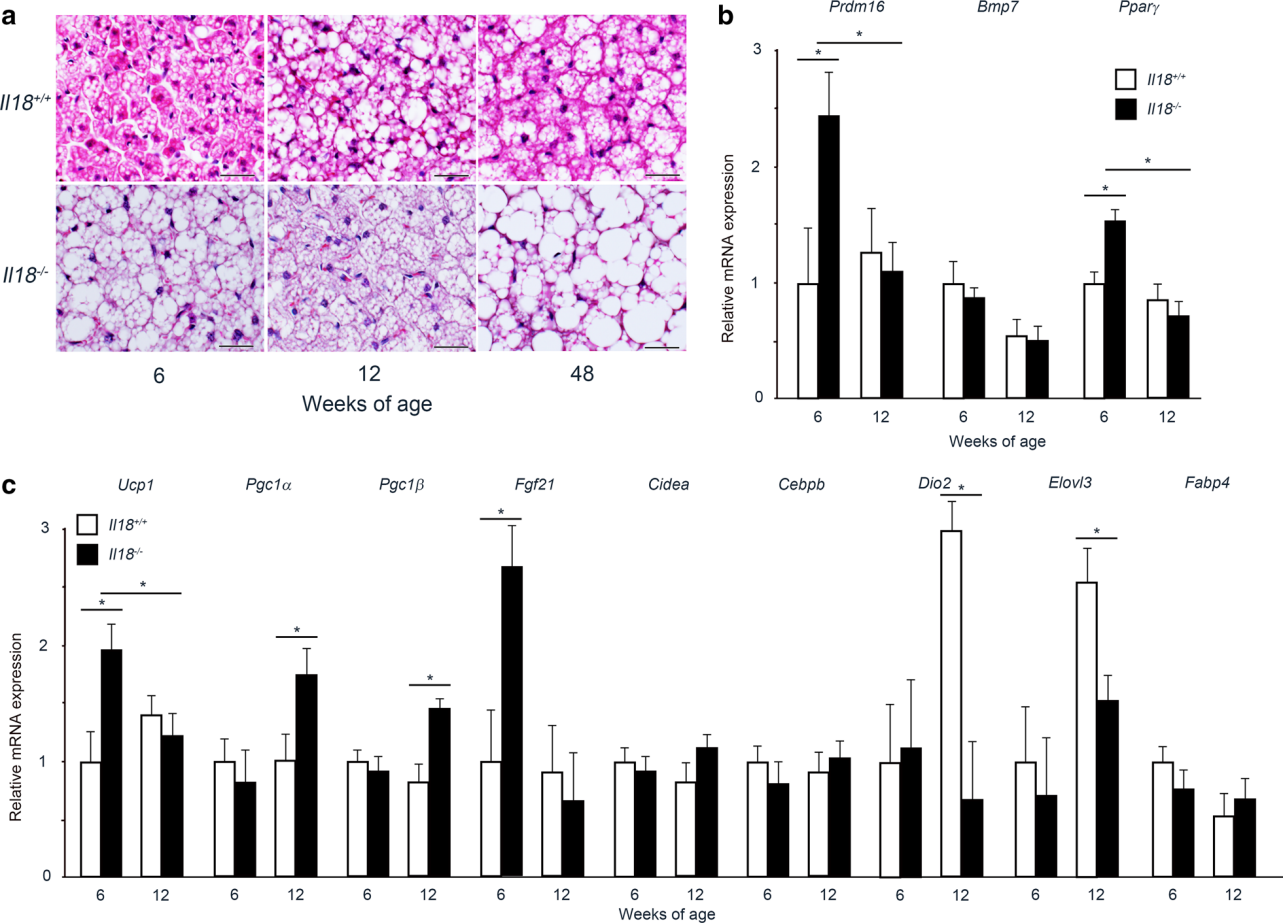
BAT in *Il18*^−/−^ mice spontaneously accumulates fat. **a** To analyze lipid accumulation in BAT from *Il18*^−/−^ mice during growth, histopathology was performed at 6, 12 and 48 weeks of age by staining with hematoxylin and eosin (**a**). Scale bars, 50 μm. **b**, **c** The mRNA expression of molecules related to differentiation and thermogenesis in BAT at 6 and 12 weeks of age. Data are presented as mean ± SD (n = 4–6 mice per group), *p < 0.05. *Bmp7*: bone morphogenetic protein 7; *Cebpb*: CCAAT/enhancer binding protein (C/EBP) β; *Cidea*: cell death activator CIDE-A; *Dio2*: type II iodothyronine deiodinase; *Elovl3*: elongation of very long chain fatty acids protein 3; *Fabp4*: fatty acid-binding protein 4; *Fgf21*: fibroblast growth factor 21; *Pgc1a*: peroxisome proliferator-activated receptor γ coactivator 1-α; *Pgc1b*: peroxisome proliferator-activated receptor γ coactivator 1-β; *Pparg*: peroxisome proliferator-activated receptor γ; *Prdm16*: PR domain containing 16; *Ucp1*: uncoupling protein 1

### Comparison of BA differentiation and lipid metabolism-related molecules in vivo

To confirm the mRNA expression profile differences observed in vitro, qRT-PCR was performed. First, molecules related to BA differentiation were compared. At 6 weeks of age, *Prdm16* and *Pparg* expression in *Il18*^−/−^ mice was significantly higher than that in *Il18*^+/+^ mice, though no difference was observed at 12 weeks of age (Fig. 2b). Next, the expression of thermogenic and adipogenic genes in each group was analyzed. At 6 weeks of age, *Ucp1* and *Fgf21* in *Il18*^−/−^ mice were upregulated compared with *Il18*^+/+^ mice. However, at 12 weeks of age, *Pgc1a* and *Pgc1b* were upregulated, whereas *Dio2* and *Elovl3* were downregulated (Fig. 2c). *Cidea*, *Cebpb* and *Fabp4* were similar between the groups (Fig. 2c).

### Microarray and Ingenuity^®^ Pathway Analysis

The heatmap of the microarray results at 6 and 12 weeks of age is shown in Additional file 3a and b, respectively. 

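For the arrays, BAT RNA was taken from 3 *Il18*+/+ and 3 *Il18*-/- mice at 6 weeks of age and from 3 of each genotype at 12 weeks of age. Each RNA was hybridized to 1 array, which gave 12 arrays in 4 groups. The authors deposited the processed intensity of each spot on a linear scale, after the background subtraction of the scanner software and without normalization between arrays. Each array's log2 intensities were then set against the 75th percentile of its spots well above background, the reference that the methods name. Of 59305 non-control spots per array, between 31371 and 31793 were well above background in *Il18*+/+ mice at 6 weeks of age, with a median of 31604. The range was 30433 to 36371 (median 33060) in *Il18*-/- mice at 6 weeks of age, 32121 to 35136 (median 32269) in *Il18*+/+ mice at 12 weeks of age and 29619 to 32904 (median 31839) in *Il18*-/- mice at 12 weeks of age. The number of arrays limits the precision. Spots of the same probe were averaged, and 28748 probes that were well above background on all 3 arrays of at least 1 group were tested with limma, in a single fit of the 12 arrays. The arrays lay on 2 slides, each scanned on its own day. Slide 1 held all *Il18*+/+ arrays and 2 *Il18*-/- arrays of 6 weeks of age, and slide 2 held the other *Il18*-/- array of 6 weeks and the 3 *Il18*-/- arrays of 12 weeks. The genotypes of 12 weeks of age therefore shared no slide. The sample labels give the strain as BALB/c, whereas the methods give C57Bl/6.
The *Il18* probe, which lies on chromosome 9 from 50389761 to 50389820 in the mm9 build, was well above background on all 12 arrays. Its normalized log2 intensity was -4.69 ± 0.41 (SD, n = 3) in *Il18*+/+ and -4.09 ± 0.47 (SD, n = 3) in *Il18*-/- mice at 6 weeks of age. The log2 fold change of *Il18*-/- over *Il18*+/+ was 0.60 (standard error 0.30, adjusted p = 0.487 in limma). At 12 weeks of age the intensities were -3.86 ± 0.50 (SD, n = 3) and -4.36 ± 0.22 (SD, n = 3), with a log2 fold change of -0.50 (adjusted p = 0.296 in limma). The probe was thus not lower in the arrays labelled *Il18*-/- beyond the spread at either age, and the files do not say whether it lies in the part of the gene that the knockout removes. The genotypes below are those of the labels.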

Among the microarray genes, molecules related to ‘Quantity of adipose tissue’ extracted from the IPA database were initially analyzed. The IPA results indicated that three molecules coding for *Apoc3*, *Insig1* and *Vdr* were involved in ‘Quantity of adipose tissue’ between 6 and 12 weeks of age (Fig. 3a). 

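By the criterion of the methods, a ratio above 2 or below 0.5, 654 of the 21357 gene names tested passed at 6 weeks of age. Of these, 469 were higher and 186 lower in the arrays labelled *Il18*-/-, with 1 gene counted on both sides through different probes. The list of 12 weeks of age held 1808 genes, 145 higher and 1664 lower, again with 1 on both sides. The criterion holds no test. At the ratio criterion and an adjusted p below 0.05 in limma together, 138 genes passed at 6 weeks and 1095 at 12 weeks of age. Without the filter on dim probes, 4822 genes passed at 6 weeks and 4950 at 12 weeks of age. The share of higher genes at 12 weeks also moved with the scaling. When the 75th percentile was taken over all probes, the number of genes past 2-fold at 12 weeks of age was 1189, 335 higher and 857 lower.
The lists of the ages, which share no array, had 197 genes in common, where 55.4 would be shared if they were independent. Of the 197, 91 changed in the same direction at both ages and 108 in opposite directions, with 2 counted in both ways. *Apoc3*, *Insig1* and *Vdr* were past the criterion at both ages. The molecules that IPA assigned to each function are not in the files, so the step from the lists to ‘Quantity of adipose tissue’ was not repeated. From its IPA results the paper states that these 3 molecules were involved in ‘Quantity of adipose tissue’ (Fig. 3a).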

The heatmap of these three molecules at 6 and 12 weeks of age is shown in Additional file 3c and d, respectively. Additionally, all isolated genes at 6 and 12 weeks of age were categorized automatically by IPA (Additional files 4 and 5). 

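In limma's test across the 28748 probes, 163 differed between genotypes at 6 weeks of age after Benjamini-Hochberg adjustment, 109 higher and 54 lower in the arrays labelled *Il18*-/-. At an unadjusted p below 0.05 there were 3284. In the mice of 12 weeks of age 2494 probes differed, 181 higher and 2313 lower, and 8019 at the unadjusted p. The log2 change over all tested probes had a median of 0.11 at 6 weeks and of -0.26 at 12 weeks of age. The groups did not overlap for 14.7% of the probes at 6 weeks and for 36.1% at 12 weeks of age, where chance gives 10% with 3 arrays against 3. With a block for slide, the probes changed between genotypes at 6 weeks of age numbered 121 and the probes changed between genotypes at 12 weeks of age 14. With the 75th percentile over all probes there were 5166 of the latter, 2284 higher and 2882 lower.
At 6 weeks of age the largest log2 fold change among the higher genes was that of *Arntl* (5.27, standard error 0.38, adjusted p = 4.7e-05 in limma). The log2 fold change of *Hspa1a* was 3.44, and that of *Adamts4* was 3.31 on the probe with the lower adjusted p and 4.28 on a dimmer one. No *Il18*+/+ array of 6 weeks had *Scn2b* or *Fam150b* well above background, which were at least 3.67-fold and at least 3.76-fold higher. Among the lower genes, *Gm129* was at least 17.5-fold lower, since no *Il18*-/- array of 6 weeks had it well above background, and *Dbp* had a log2 fold change of -4.63. *Fam55d* was at least 16.7-fold, *Gstt4* at least 5.78-fold and *Kif9* at least 4.97-fold lower. *Arntl* and *Dbp* belong to the circadian clock, and 9 of the 13 clock genes tested differed at 6 weeks of age, whereas 0 did in limma at 12 weeks of age, with 0 at an unadjusted p below 0.05. Among the higher genes of 12 weeks of age *Gldn* came first, with a log2 fold change of 5.71 (standard error 0.32, adjusted p = 3.4e-06 in limma). *Erdr1* (4.88), *Apoc3*, *Pik3ip1* (2.57) and *Trappc3* (2.56) followed. At 12 weeks of age *Gldn* passed in all 10 limma alternatives that keep all arrays. *Erdr1*, *Pik3ip1* and *Trappc3* passed in 9 of the 10, with adjusted p up to 0.0797, 0.555 and 0.999 in limma. *Fam55d* was at least 20.1-fold lower and *Ctxn2* at least 3.15-fold lower, and the log2 fold changes of *Ppp1r3g* and *Dhrs9*, which 2 and 1 of the 3 *Il18*-/- arrays measured well above background, were -4.51 and -3.68. At both ages 27 probes differed in the same direction, of which 16 lie within 10 Mb of *Il18*, *Gldn*, *Scn2b* and *Fam55d* among them.
The genotype effect itself differed between the ages at 576 probes, 43 with a higher and 533 with a lower log2 fold change at 12 weeks of age. *Dio2* was among the genes with the largest such differences. Its log2 fold change was 2.87 at 6 weeks (adjusted p = 0.00298 in limma) and -4.49 at 12 weeks of age (adjusted p = 0.0001 in limma). *Hspa1a* went from 3.44 to -3.54, and it also differed between the ages in *Il18*+/+ mice.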

To confirm the microarray results, qRT-PCR was performed. First, we compared the microarray and qRT-PCR results, to determine significant correlations by Spearman’s rank correlations test, which revealed a significant correlation (at 6 weeks of age: rs = 0.991, *p* < 0.001; at 12 weeks of age: rs = 0.955, *p* < 0.001). 

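The qRT-PCR values behind the Spearman correlations are not in the files, so only the array side is given here. Of the 20 genes with primers in Additional file 1, 19 were tested, and *Fgf21* was too dim. At 6 weeks of age 14 of the 19 were higher and 5 lower in the arrays labelled *Il18*-/-, with log2 fold changes from -1.37 (*Elovl3*) to 2.87 (*Dio2*). An adjusted p below 0.05 over all probes was reached by 2 of them, *Dio2* and *Apoc3*. Adjusted over the list alone it was reached by 5, with *Cebpb*, *Insig1* and *Vdr* in addition, which is not independent evidence for genes that the study chose on these arrays. At 12 weeks of age 5 were higher and 14 lower, from -4.49 (*Dio2*) to 2.89 (*Apoc3*). Over all probes 8 of the 19 passed, 6 of them lower, and adjusted over the list alone 11 passed, 8 of them lower. With slide as a block, 2 passed at 12 weeks of age. The reference gene *Actb* had a log2 fold change of 0.22 (adjusted p = 0.783 in limma) at 6 weeks and of -0.21 (adjusted p = 0.609 in limma) at 12 weeks of age, which is within the spread between arrays.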

The *Apoc3* and *Insig1* expression in *Il18*^−/−^ mice at 6 and 12 weeks of age was higher than that in *Il18*^+/+^ mice (Fig. 3b). 

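The *Apoc3* probe lies on chromosome 9 from 46041134 to 46041193 in the mm9 build, 4.35 Mb from that of *Il18*. At 6 weeks of age its normalized log2 intensity was -0.79 ± 0.31 (SD, n = 3) in *Il18*+/+ and 1.95 ± 0.37 (SD, n = 3) in *Il18*-/- mice. The log2 fold change was 2.74 (standard error 0.37, adjusted p = 0.00391 in limma). At 12 weeks of age it was -1.62 ± 0.40 (SD, n = 3) against 1.27 ± 0.85 (SD, n = 3), a log2 fold change of 2.89 (adjusted p = 0.00234 in limma). Every *Il18*-/- array was above every *Il18*+/+ array at both ages (exact two-sided permutation test, p = 0.1, the smallest that 3 arrays against 3 allow). With each array left out in turn, the log2 fold change stayed between 2.63 and 2.95 at 6 weeks and between 2.48 and 3.33 at 12 weeks of age. With slide as a block it was 2.57 at 12 weeks of age and no longer passed (adjusted p = 0.452 in limma; 1.6e-08 to 0.452 over all limma alternatives). A dimmer *Apoc3* probe, from 46043606 to 46043665, did not rise, with log2 fold changes of 0.01 at 6 weeks and -0.60 at 12 weeks of age (adjusted p = 0.0445 in limma).
Within 10 Mb of *Il18*, 14 of 240 genes tested, *Apoc3* included, differed in the same direction at both ages, against 5 of 21117 elsewhere (Fisher's exact test, two-sided, p = 3.9e-24). Of the 14, 7 were higher and 7 lower. Among the lower ones, the probes from 50518776 to 50518835 and from 50518784 to 50518843 overlap. They carry different gene names and were counted separately, but they are not separate signals. Transcripts of a list of liver genes were also higher in the *Il18*-/- arrays of 6 weeks of age, with a median log2 fold change of 2.99 over 12 genes, of which 2 passed in limma, and in 1 of the 3 *Il18*-/- arrays of 12 weeks of age.
*Insig1*, on chromosome 5 from 28404246 to 28404305, had a normalized log2 intensity of -1.90 ± 0.64 (SD, n = 3) in *Il18*+/+ and -0.33 ± 0.38 (SD, n = 3) in *Il18*-/- mice at 6 weeks of age. The log2 fold change of 1.57 (standard error 0.33, adjusted p = 0.0624 in limma) did not pass the threshold. At 12 weeks of age the intensities were -0.42 ± 0.16 (SD, n = 3) and 0.77 ± 0.55 (SD, n = 3), a log2 fold change of 1.19 (adjusted p = 0.0446 in limma). All *Il18*-/- arrays were above all *Il18*+/+ arrays at each age (exact permutation p = 0.1). The call at 12 weeks was lost in 8 of the 12 fits that leave out an array, and with slide as a block, where the log2 fold change was 0.83.

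**Figure D1:**
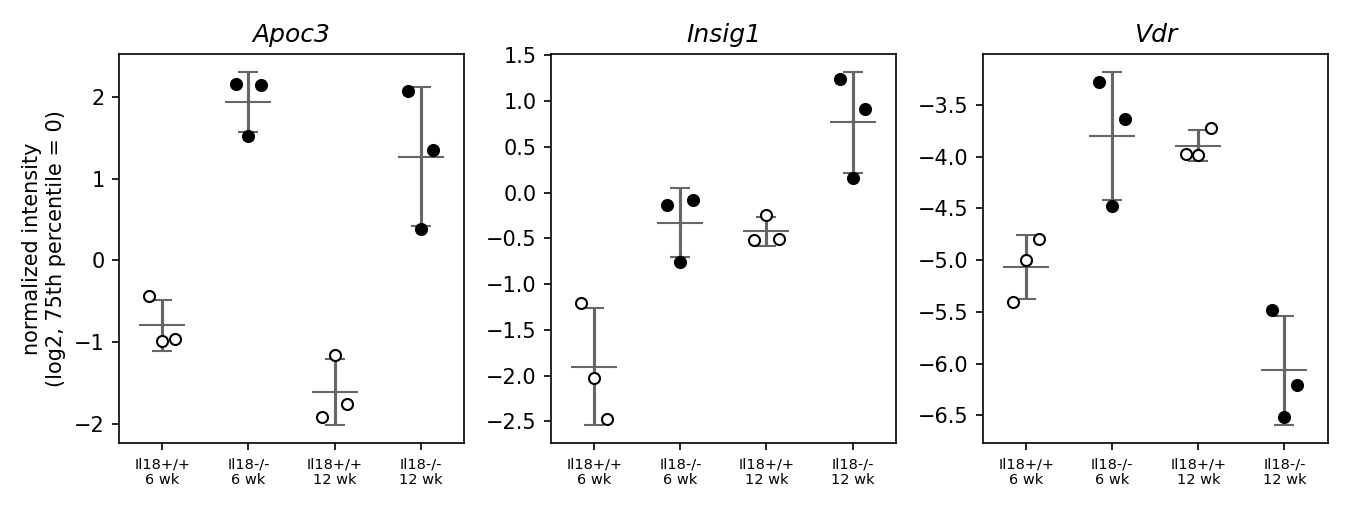
Normalized log2 intensity (y axis, 75th percentile of the array = 0) of *Apoc3*, *Insig1* and *Vdr* on the 12 arrays, by labelled genotype and age (x axis). Points are arrays, lines are means and bars are SD (n = 3), and *Vdr* is higher in the *Il18*-/- arrays at 6 weeks and lower at 12 weeks of age.

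**Figure D2:**
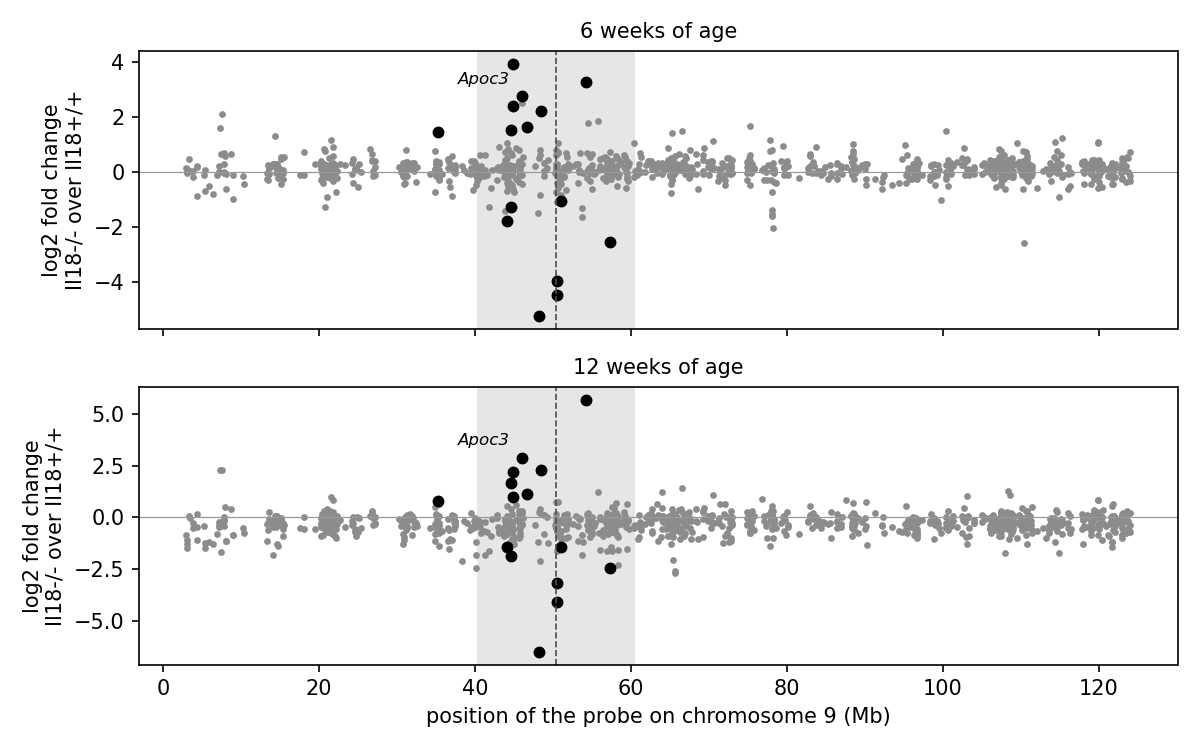
Log2 fold change of *Il18*-/- over *Il18*+/+ (y axis) for the tested genes of chromosome 9 by position in Mb (x axis), at 6 weeks (top) and 12 weeks of age (bottom). Black points are genes that differed in the same direction at both ages in limma, the dashed line is *Il18* and the grey band the 10 Mb on either side, which holds 14 of the black points.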

*Vdr* expression in *Il18*^−/−^ mice at 6 weeks of age was increased compared with that in *Il18*^+/+^ mice, but it was decreased at 12 weeks of age (Fig. 3b).

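The *Vdr* probe, on chromosome 15 from 97685136 to 97685195 in the mm9 build, was dim. It was well above background on all 3 arrays of each group except the *Il18*-/- arrays of 12 weeks of age, where 2 of 3 passed. At 6 weeks of age its normalized log2 intensity was -5.06 ± 0.31 (SD, n = 3) in *Il18*+/+ and -3.80 ± 0.62 (SD, n = 3) in *Il18*-/- mice. The log2 fold change of 1.27 (standard error 0.32, adjusted p = 0.112 in limma) did not pass the threshold, although the groups did not overlap (exact permutation p = 0.1). At 12 weeks of age the intensities were -3.89 ± 0.15 (SD, n = 3) in *Il18*+/+ and -6.07 ± 0.53 (SD, n = 3) in *Il18*-/- mice, a log2 fold change of -2.18 (adjusted p = 0.0041 in limma), with no overlap either. The difference between the ages was tested directly and was -3.44 (standard error 0.45, adjusted p = 0.00325 in limma). With the background corrected by normexp, the fold changes were smaller, 0.63 at 6 weeks and -0.93 at 12 weeks of age. With slide as a block the value at 12 weeks was -2.42 and did not pass (adjusted p = 0.363 in limma; 0.00163 to 0.363 over all limma alternatives).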

**Fig. 3:**
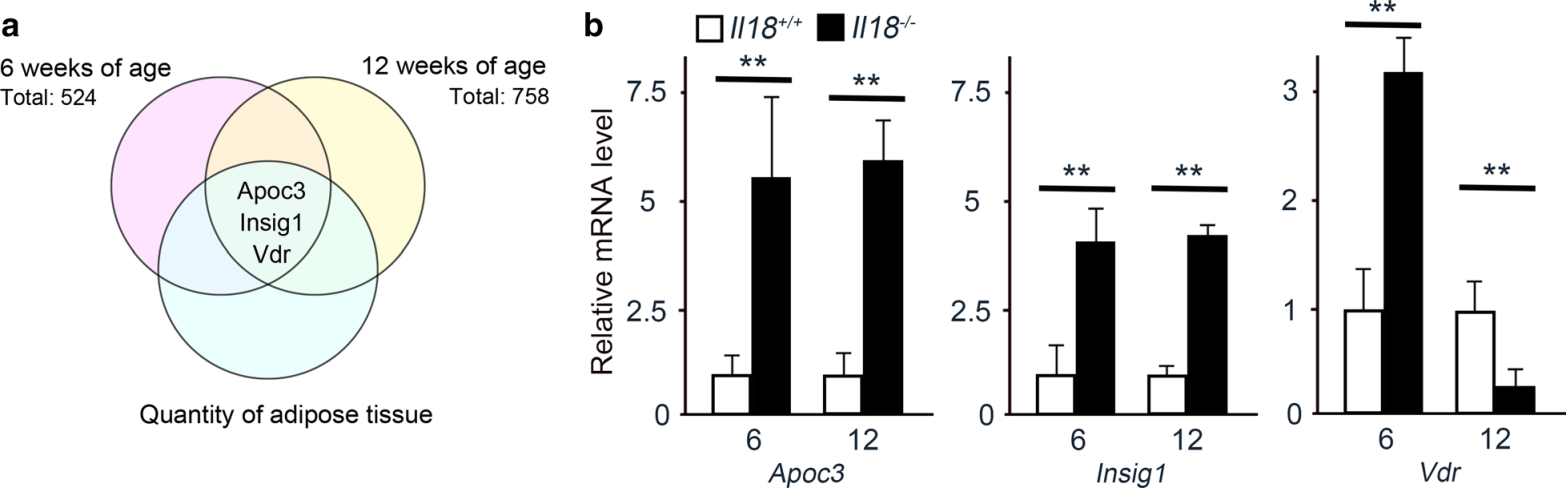
Identification of effector molecules of ‘Quantity of adipose tissue’ in *Il18*^−/−^ mice. **a** Summary of the microarray analyses of *Il18*^−/−^ and *Il18*^+/+^ BAT at 6 and 12 weeks of age. Genes with expression > 2-fold or < 0.5-fold compared with that of the *Il18*^+/+^ mice were chosen. Three molecules involved in ‘Quantity of adipose tissue’ at both 6 and 12 weeks of age are shown. **b** The mRNA expression of these molecules by microarray and qRT-PCR at 6 and 12 weeks of age (n = 3 per group). **p < 0.01. *Apoc3*: apolipoprotein C3; *Insig1*: insulin-induced gene 1; *Vdr*: vitamin D receptor

### Effect of rIL-18 treatment on molecules in BA progenitors in vitro

To analyze the effect of IL-18 on BA progenitors from *Il18*^−*/*−^ mice, saline or rIL-18 was added to these cells before differentiation. Surprisingly, there was no effect on molecules that were significantly different such as UCP1 in Fig. 1 (Additional file 6). In addition, we examined IL-18 expression in BA progenitor and differentiated cells from both *Il18*^+*/*+^ and *Il18*^−/−^ mice. We found no expression of IL-18 in rIL-18-treated differentiated cells from *Il18*^−/−^ mice (Additional file 7).

### The influence of short-term rIL-18 treatment on thermogenic and adipogenic molecules

To confirm the role of IL-18 in lipid synthesis in BAT, *Il18*^+/+^ and *Il18*^−/−^ mice were treated with rIL-18. First, the expression of PRDM16, FGF21, PGC1α and UCP1 was compared. At 12 weeks of age, PRDM16, FGF21 and PGC1α were not affected by rIL-18 (Fig. 4a, b). In contrast, UCP1 expression was significantly different between the saline groups. However, the higher UCP1 expression in the *Il18*^−/−^ mice was reduced to control levels by the 2-week intravascular administration of rIL-18 (Fig. 4a, b).

**Fig. 4:**
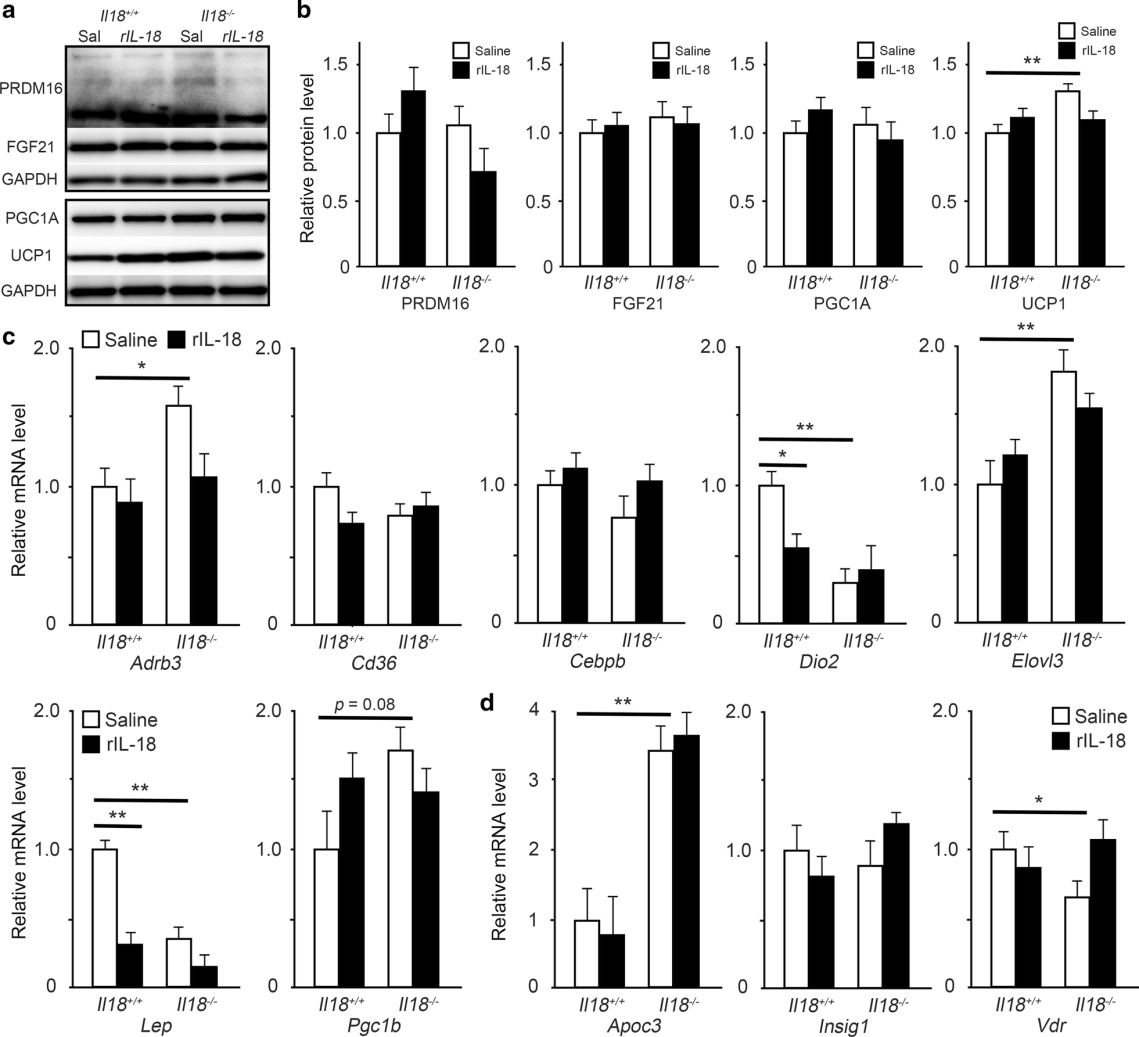
Short-term treatment with rIL-18 regulates the expression of thermogenic and ‘Quantity of adipose tissue’-related molecules. **a**, **b** Mice were injected with rIL-18 twice a week for 2 weeks from 10 weeks of age for short-term treatment. The protein expression of PRDM16, FGF21, PGC1α and UCP1 was measured. **c** The mRNA expression of the thermogenic genes, *Adrb3*, *Cd36*, *Cebpb*, *Dio2*, *Elovl3*, *Lep* and *Pgc1b* was compared between the groups. **d** The influence on molecules related to ‘Quantity of adipose tissue’ from the microarray was analyzed. (**b**–**d**, n = 4–5 per group) *p < 0.05, **p < 0.01. ACTB: β-actin; *Apoc3*: apolipoprotein C3; *Adrb3*: adrenergic receptor β 3; *Cd36*: cluster of differentiation 36; *Cebpb*: CCAAT/enhancer binding protein (C/EBP) β; *Dio2*: type II iodothyronine deiodinase; *Elovl3*: elongation of very long chain fatty acids protein 3; FGF21: fibroblast growth factor 21; *Insig1*: insulin-induced gene 1; *Lep*: leptin; PGC1α: peroxisome proliferator-activated receptor γ coactivator 1-α; *Pgc1b*: peroxisome proliferator-activated receptor γ coactivator 1-β; PRDM16: PR domain containing 16; UCP1: uncoupling protein 1; *Vdr*: vitamin D receptor

The expression of *Adrb3*, *Cd36*, *Cebpb*, *Dio2*, *Elovl3*, *Lep* and *Pgc1b* was measured after 2 weeks of rIL-18 or saline administration (Fig. 4c). While the expression of *Adrb3*, *Dio2* and *Elovl3* in *Il18*^−/−^ mice that received saline was similar to that in Fig. 1e, the expression of *Adrb3* and *Elovl3* in *Il18*^−/−^ mice administered with rIL-18 was clearly reduced (Fig. 4c). In addition, *Lep* significantly decreased in both *Il18*^+/+^ and *Il18*^−/−^ mice administered with rIL-18, which was opposite to the in vitro result (Figs. 1e and 4c).

### Effect of short-term rIL-18 treatment on molecules identified by microarray

The expression of *Apoc3*, *Insig1* and *Vdr* was measured after 2 weeks of saline or rIL-18 administration (Fig. 4d). In *Il18*^−*/*−^ mice, only *Vdr* clearly responded to rIL-18 administration. *Apoc3* expression was similar to that in Fig. 3b, and it was not influenced by rIL-18 injection in both *Il18*^+*/*+^ and *Il18*^−/−^ mice (Fig. 4d).

### Effects of long-term rIL-18 administration on BAT in Il18^+/+^ mice

We have previously found that compared with mice that received saline administration, long-term administration of rIL-18 effectively inhibited body weight increase in *Il18*^+/+^ mice, but not in *Il18*^−/−^ mice [10]. Therefore, we speculated that long-term administration of rIL-18 would have some effect on adipocytes. Compared with mice that received saline administration, long-term administration of rIL-18 effectively decreased the expression of PGC1α and UCP1 in *Il18*^+/+^ mice, but not in *Il18*^−/−^ mice (Fig. 5a, b).

**Fig. 5:**
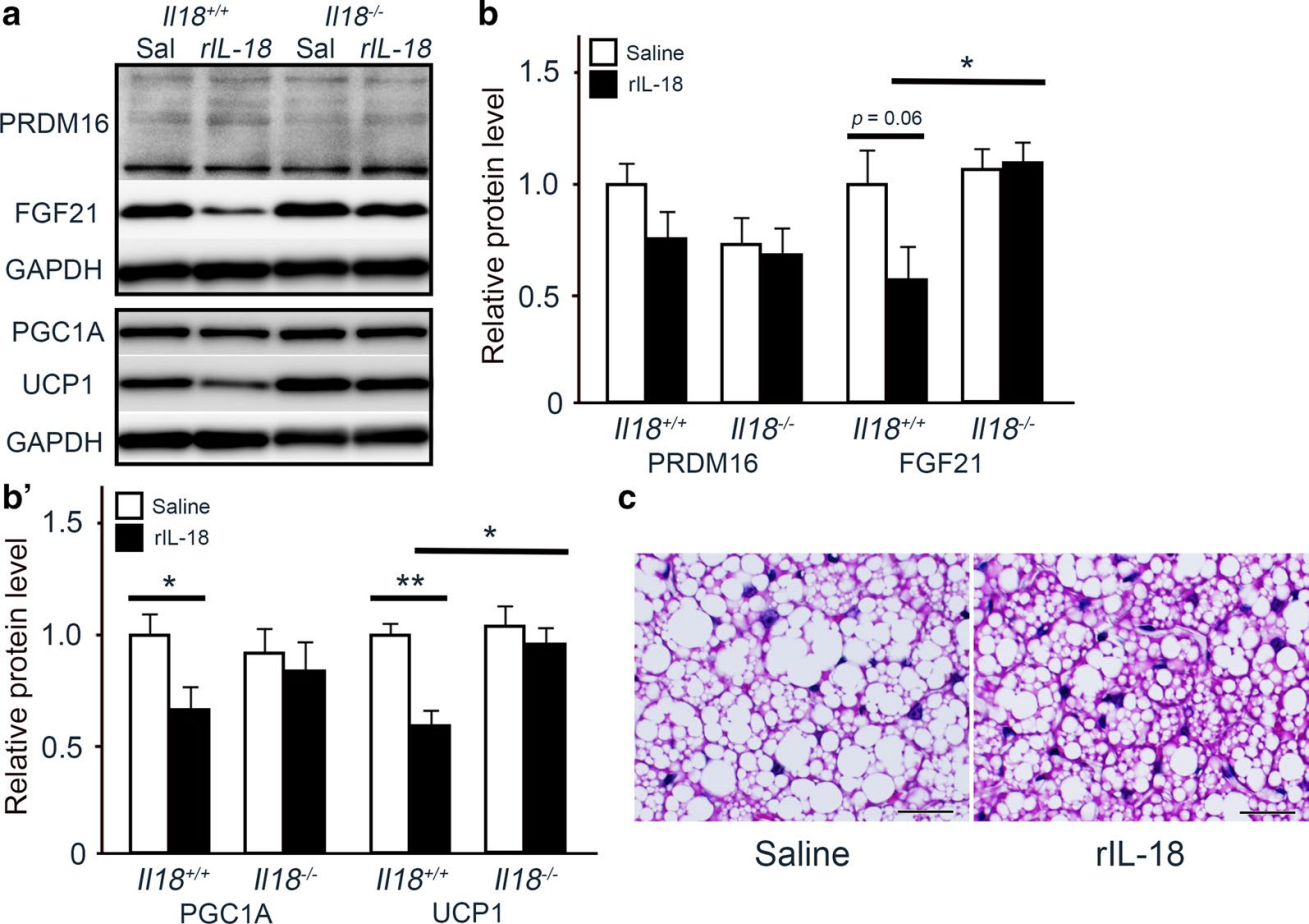
Effect of long-term rIL-18 administration on differentiation, thermogenic-related molecules and the development of lipid accumulation. **a**, **b** *Il18*^+/+^ and *Il18*^−/−^ mice were treated with rIL-18 twice a week for 12 weeks for long-term treatment from 12 weeks of age, and the protein expression of FGF21, PGC1α, PRDM16 and UCP1 was compared between the groups. **c** *Il18*^−/−^ mice were treated with rIL-18 twice a week for 12 weeks for long-term treatment from 37 weeks of age, and hematoxylin and eosin staining was performed. Scale bars, 50 μm (**b**, **c**). (**b**, n = 3 per group) *p < 0.05. FGF21: fibroblast growth factor 21; PGC1α: peroxisome proliferator-activated receptor γ coactivator 1-α; PRDM16: PR domain containing 16; UCP1: uncoupling protein 1

### Long-term rIL-18 treatment ameliorates the development of steatosis in BAT of Il18^−/−^ mice

We have also previously demonstrated that administration of rIL-18 improved the development of NAFLD and NASH [10]. BAT was similarly affected by this treatment (Fig. 5c). BAT from *Il18*^−/−^ mice treated with saline was similar to that shown in Fig. 2a. BAT from *Il18*^−/−^ mice treated with rIL-18 showed a smaller size and number of fat droplets compared with that from the same mice treated with saline (Fig. 5c).

## Discussion

In the present study we revealed the following novel pathophysiological features of IL-18 functions: (1) BAs extracted from *Il18*^−/−^ mice were more differentiated than those from *Il18*^+/+^ mice; (2) this phenomenon was induced by upregulation of the differentiation inducer, PRDM16, and resulted in not only upregulated PRDM16-dependent genes such as *Pparg* and *Pgc1a*, but also in upregulated PRDM16-independent genes such as *Fgf21*; (3) BAT in *Il18*^−/−^ mice developed severe adiposity during growth compared with that in *Il18*^+/+^ mice; (4) several molecules related to adiposity were affected by IL-18 deficiency; and (5) some of these abnormal conditions were recovered by rIL-18 administration, which also affected some of the identified molecules.

Regarding BA differentiation, in *Myf5*-positive progenitors, PRDM16 led not only to skeletal muscle differentiation, but also to BA differentiation of brown preadipocytes. Furthermore, PPARγ was indispensable for BA differentiation [14, 30, 31]. PGC1α, a coactivator of PPARγ, is a crucial regulator of mitochondrial biogenesis and oxidative metabolism, and it activates thermogenic functions [32]. This heat production depends on UCP1 activity [33]. Moreover, PRDM16 increases the transcriptional activity of PGC1α and PPARγ [34]. FGF21, a member of the FGF superfamily, is mainly released from the liver and has recently emerged as a novel regulator of glucose and lipid metabolism [35, 36]. FGF21 has been shown to promote thermogenic activity in neonatal BAT and in isolated BAs [37]. Recently, a study has demonstrated that FGF21 was secreted from BAT and that BAT has an endocrine role during thermogenic activation [38].

According to our results, BAs from *Il18*^−/−^ mice were more differentiated than those from *Il18*^+/+^ mice (Fig. 1a). The expression of PRDM16, PGC1α, PPARγ and UCP1 in *Il18*^−/−^ mice was significantly higher than that in *Il18*^+/+^ mice (Fig. 1b, c). Additionally, the relative expression of FGF21, which is a thermogenic activator in BAT, in *Il18*^−/−^ mice was significantly higher than that in *Il18*^+/+^ mice (Fig. 1b, c). These results suggest that IL-18 deficiency directly induces transcription regulators, resulting in promotion of BA differentiation, thermogenesis activation and increased energy production.

Similar to the differentiation and thermogenic regulators, FABP4 expression in BAs extracted from *Il18*^−/−^ mice was increased compared with that in BAs from *Il18*^+/+^ mice (Fig. 1b, c). FABP4 is expressed in adipose tissue, and is related to obesity and diabetes mellitus [39]. Moreover, high expression of FABP4 in adipose tissue has been suggested to increase insulin resistance [40, 41]. FABP4 is induced by PPARγ, and these two molecules interact with each other and have opposite effects on energy metabolism [42, 43]. Furthermore, in vivo, the amount of food and energy intake of *Il18*^−/−^ mice increased compared with the controls, which led to obesity, increased insulin resistance and diabetes mellitus [9]. We have also previously found that *Il18*^−/−^ mice developed dyslipidemia, NAFLD and NASH [10]. Our results suggest that higher expression of FABP4 in BAs is one of the key factors in these metabolic disorders.

ATGL and HSL in adipose tissue are key enzymes involved in intracellular degradation of triacylglycerol. Overexpression of ATGL in adipose tissue increased thermogenesis, resulting in higher energy expenditure and resistance to obesity [44]. Moreover, ablation of ATGL in BAT led to transformation of BAT into white adipose tissue (WAT)-like tissues and deceased the expression of BAT-related molecules, resulting in suppressed thermogenesis [45]. HSL is activated by phosphorylation at Ser563, leading to lipolysis [46, 47]. However, HSL phosphorylation at Ser565 suppresses HSL phosphorylation at Ser563 and inhibits HSL activity [47, 48]. In our study, the expression of ATGL, pHSL563 and pHSL565 in cells from *Il18*^−/−^ mice was significantly increased compared with that in cells from *Il18*^+/+^ mice (Fig. 1d). These results suggest that lipolysis in BAs from *Il18*^−/−^ mice was more robustly promoted than in BAs from *Il18*^+/+^ mice through HSL activation.

Further examination of other molecules related to BA differentiation and thermogenesis such as *Elovl3* and *Adrb3* was performed by qRT-PCR. *Elovl3* is a specific marker of BAT, CD36 is indispensable for thermogenesis under low temperatures, and thermogenesis is promoted by *Adrb3* signaling [49]. *Dio2* is a prohormone that converts tyrosine into triiodothyronine (T3) [50]. Signal transducer and activator of transcription 3 (STAT3) is phosphorylated by Leptin [51]. The expression of all of these molecules, except for *Dio2*, was increased under IL-18 deficiency, whereas *Dio2* was decreased (Fig. 1e). These results suggest that differentiation and thermogenesis in BAs from *Il18*^−/−^ mice were accelerated though decreased expression of *Dio2*, which may stem from a negative feedback due to T3-induced differentiation.

In vivo, while the amount of food and energy intake of *Il18*^−/−^ mice was higher compared with the controls, resulting in obesity, insulin resistance and diabetes mellitus, the metabolic rate of *Il18*^−/−^ mice was similar to that of the controls [9]. In addition, our previous study has revealed that *Il18*^−/−^ mice showed dyslipidemia, resulting in NAFLD and steatohepatitis [10]. Especially, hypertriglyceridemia occurred at 6 weeks of age, which was the same age at which we extracted adipose precursor cells for primary cell culture. Our results showed that in *Il18*^−/−^ mice, BAT stored more lipids with age (Fig. 2a). Moreover, the gene expression of *Prdm16*, *Ucp1*, *Pgc1a*, *Fgf21* and *Dio2* at 6 and 12 weeks of age in *Il18*^−/−^ mice was similar to the in vitro results (Figs. 1b–e, 2b, c). Thus, the in vivo results were similar to the in vitro results, suggesting that the histological and molecular differences were due to negative feedback of dyslipidemia.

To examine the molecular mechanism of lipid accumulation, comprehensive analysis was performed by microarray. Similar to our previous liver analyses, the function of ‘Quantity of adipose tissue’-related genes, which was common between 6 and 12 weeks of age, was extracted automatically, and *Apoc3*, *Insig1* and *Vdr* were detected (Fig. 3). *Apoc3* is closely associated with high density lipoprotein (HDL), modulates its function and induces BAT metabolic activation [52]. INSIG1 affects cholesterol biosynthesis [53]. In addition, increased expression of *Insig1* in the liver and in WAT may reduce cholesterol biosynthesis, resulting in obesity and dyslipidemia [54]. In our study, *Apoc3* and *Insig1* expression in *Il18*^−/−^ mice at 6 and 12 weeks of age was significantly increased compared with that in *Il18*^+/+^ mice (Fig. 3b). Thus, our results suggest that increased *Apoc3* expression may be induced by excessive lipid accumulation in BAT, and that increased *Insig1* was one of the mediators promoting fat accumulation.

As for *Vdr*, energy expenditure is increased in *VDR*-knockout mice, however, it is decreased in VDR-overexpressing mice [55, 56]. At 6 weeks of age, *Vdr* expression in *Il18*^−/−^ mice was increased, but at 12 weeks it significantly decreased (Fig. 3b). Therefore, our results suggest that at 12 weeks of age, decreased *Vdr* was a response to excessive lipid accumulation in BAT of *Il18*^−/−^ mice.

Although protein expression in BAs from *Il18*^−*/*−^ mice, which was significantly different such as UCP1 (Fig. 1), was not affected by rIL-18 administration (Additional file 6), in *Il18*^−/−^ mice, dyslipidemia was improved by short-term (2 weeks) rIL-18 administration [10]. Contrary to our expectation, the expression of PRDM16, FGF21 and PGC1α in BAT was similar. However, the increased expression of UCP1 in *Il18*^−/−^ mice was decreased by rIL-18 administration and there were no significant differences between the *Il18*^−/−^ and *Il18*^+/+^ mice (Fig. 4a, b). Regarding the other molecules, *Adrb3* and *Elovl3* were decreased and *Vdr* was increased after short-term rIL-18 treatment (Fig. 4c, d). Our results suggest that there was no direct effect of IL-18 on BAs, and lipid normalization by rIL-18 may result in decreased expression of *Adrb3*, *Elovl3*, *Vdr* and UCP1.

We have previously revealed that long-term intravenous administration of rIL-18 inhibited the body weight gain of *Il18*^+*/*+^ mice and prevented the onset of NASH in *Il18*^−/−^ mice [10]. Therefore, long-term exposure to excessive IL-18 expression may affect lipid homeostasis. Even though there was no effect on body weight in *Il18*^−/−^ mice, the expression of PGC1α and UCP1 in *Il18*^+*/*+^ mice after long-term rIL-18 treatment was significantly lower compared with that in mice treated with saline (Fig. 5a, b) [10]. Moreover, the size of cells containing lipids in BAT from *Il18*^−/−^ mice treated with rIL-18 from 37 to 49 weeks of age was much smaller than that of cells from *Il18*^+/+^ mice (Figs. 2a and 5c). Therefore, similar to previously shown liver results [10], IL-18 was indispensable for normal lipid metabolism not only in the liver, but also in BAT, and may contribute to the development of novel treatment options for lipid dyshomeostasis.

Limitations of the present study include a limited number of mice that received long-term (12 weeks) rIL-18 administration because of animal ethical restrictions enforced by the animal ethical committee in our college, which may be insufficient for obtaining statistical significance. Even though the direct effect on BAs under IL-18-deficient conditions in vitro was clarified, there were inconsistent results between the in vitro and in vivo experiments. Moreover, this study only focused on BAT. However, we are currently investigating the basic relationship between IL-18 and physiological homeostasis in other organs [10, 11]. Furthermore, additional analysis is required, for example, analysis of the metabolic function of IL-18 in BAT under cold exposure should be performed.

## Conclusions

We demonstrated novel roles of IL-18 in lipid metabolism in BAs and BAT. IL-18 deficiency led to increased expression of BA differentiation molecules, thus inducing BA differentiation and activation of the thermogenic function. In vivo, IL-18 impairment induced BAT to develop severe adiposity during growth. We also showed that molecules related to ‘Quantity of adipose tissue’, especially *Vdr*, were affected by IL-18 and may have a causal role in promoting lipid dyshomeostasis. In addition, rIL-18 administration improved both dyslipidemia and fat accumulation in BAT. Dyslipidemia can induce metabolic disorders such as obesity and lead to lethal diseases like cerebral infarction and myocardial infarction. IL-18 may have a causal role in maintaining the lipid concentration and may be a promising factor contributing to the development of novel treatment options for dyslipidemia through improving energy imbalance by lipids in BAT.

## Additional files

**Additional file 1.** Primer sequences used for qRT-PCR.

**Additional file 2.** Direct molecular pathway between IL-18, IL-18R and molecules related to differentiation and thermogenic functions. Direct molecular pathway of IL-18, IL-18R and genes related to differentiation and thermogenic functions in BAs. Based on previously published studies, there are no relationships between them.

**Additional file 3.** Heatmap analysis of gene expression profiles in BAT between *Il18*^+/+^ and *Il18*^−/−^ mice. Heatmap of microarray results at 6 (a) and 12 (b) weeks of age. The heatmap of three molecules identified in Fig. 3 at 6 (c) and 12 (d) weeks of age.

**Additional file 4.** Core analysis of molecules isolated at 6 weeks of age by microarray. Core analyses using IPA.

**Additional file 5.** Core analysis of molecules isolated at 12 weeks of age by microarray. Core analyses using IPA.

**Additional file 6.** Effect of rIL-18 on BAT precursor cells. Analysis of the effect of IL-18 on molecules shown in Fig. 1b and c. No difference was observed between the groups. BAT precursor cells extracted from *Il18*^−/−^ mice treated with saline (left) and rIL-18 (right). BAT: Brown adipose tissue; FABP4: Fatty acid-binding protein 4; FGF21: Fibroblast growth factor 21; PGC1α: Peroxisome proliferator-activated receptor γ coactivator 1-α; rIL-18: recombinant interleukin 18; PPARγ: Peroxisome proliferator-activated receptor γ; PRDM16: PR domain containing 16; UCP1: Uncoupling protein 1.

**Additional file 7.** IL-18 expression *in vitro*. IL-18 expression in each cell. Pre-BAs: BAT precursor cells; BAs: brown adipocyte; PC: positive control; rIL-18: recombinant interleukin 18.

## Abbreviations

*Adrb3*: adrenergic receptor beta 3
ANOVA: analysis of variance
*Apoc3*: apolipoprotein C-III
ATGL: adipose triglyceride lipase
Bas: brown adipocytes
BAT: brown adipose tissue
*Bmp7*: bone morphogenetic protein 7
*Cd36*: cluster of differentiation 36
*Cebpb*: CCAAT/enhancer binding protein (C/EBP) beta
*Cidea*: cell death activator CIDE-A
*Dio2*: type II iodothyronine deiodinase
*Elovl3*: elongation of very long chain fatty acids protein 3
FABP4: fatty acid-binding protein 4
*Fgf21*: fibroblast growth factor 21
GAPDH: glyceraldehyde-3-phosphate dehydrogenase
HDL: high density lipoprotein
HSL: hormone-sensitive lipase
IFN: interferon
*Insig1*: insulin-induced gene 1
IL-18: interleukin-18
*Il18*: interleukin-18
*Il18*^−/−^: IL-18 knockout
IPA: Ingenuity^®^ Pathway Analysis
*Lep*: leptin
*Myf5*: *myogenic factor 5*
NAFLD: non-alcoholic fatty liver disease
NASH: non-alcoholic steatohepatitis
PBS: phosphate-buffered saline
*Pgc1a*: peroxisome proliferator-activated receptor γ coactivator 1-α
*Pgc1b*: peroxisome proliferator-activated receptor γ coactivator 1-β
PPARγ, *Pparγ*: peroxisome proliferator-activated receptor γ
PRDM16: PR domain containing 16
rIL-18: recombinant IL-18
qRT-PCR: quantitative reverse transcription polymerase chain reaction
T3: triiodothyronine
TPBS: PBS containing 0.1% Triton X-100
*Ucp1*: uncoupling protein-1
*Ucp3*: uncoupling protein 3
*Vdr*: vitamin D (1,25- dihydroxyvitamin D3) receptor
WAT: white adipose tissue

## References

[1] Marchesini G, Bugianesi E, Forlani G, Cerrelli F, Lenzi M, Manini R, Natale S, Vanni E, Villanova N, Melchionda N, Rizzetto M (2003). Nonalcoholic fatty liver, steatohepatitis, and the metabolic syndrome. Hepatology.

[2] Gami AS, Witt BJ, Howard DE, Erwin PJ, Gami LA, Somers VK, Montori VM (2007). Metabolic syndrome and risk of incident cardiovascular events and death: a systematic review and meta-analysis of longitudinal studies. J Am Coll Cardiol.

[3] Okamura H, Tsutsi H, Komatsu T, Yutsudo M, Hakura A, Tanimoto T, Torigoe K, Okura T, Nukada Y, Hattori K (1995). Cloning of a new cytokine that induces IFN-gamma production by T cells. Nature.

[4] Reddy P (2004). Interleukin-18: recent advances. Curr Opin Hematol.

[5] Ghayur T, Banerjee S, Hugunin M, Butler D, Herzog L, Carter A, Quintal L, Sekut L, Talanian R, Paskind M (1997). Caspase-1 processes IFN-gamma-inducing factor and regulates LPS-induced IFN-gamma production. Nature.

[6] Okamura H, Tsutsui H, Kashiwamura S, Yoshimoto T, Nakanishi K (1998). Interleukin-18: a novel cytokine that augments both innate and acquired immunity. Adv Immunol.

[7] Sugawara S, Uehara A, Nochi T, Yamaguchi T, Ueda H, Sugiyama A, Hanzawa K, Kumagai K, Okamura H, Takada H (2001). Neutrophil proteinase 3-mediated induction of bioactive IL-18 secretion by human oral epithelial cells. J Immunol.

[8] Tsutsui H, Kayagaki N, Kuida K, Nakano H, Hayashi N, Takeda K, Matsui K, Kashiwamura S, Hada T, Akira S (1999). Caspase-1-independent, Fas/Fas ligand-mediated IL-18 secretion from macrophages causes acute liver injury in mice. Immunity.

[9] Netea MG, Joosten LA, Lewis E, Jensen DR, Voshol PJ, Kullberg BJ, Tack CJ, van Krieken H, Kim SH, Stalenhoef AF (2006). Deficiency of interleukin-18 in mice leads to hyperphagia, obesity and insulin resistance. Nat Med.

[10] Yamanishi K, Maeda S, Kuwahara-Otani S, Watanabe Y, Yoshida M, Ikubo K, Okuzaki D, El-Darawish Y, Li W, Nakasho K (2016). Interleukin-18-deficient mice develop dyslipidemia resulting in nonalcoholic fatty liver disease and steatohepatitis. Transl Res.

[11] Yamanishi K, Mukai K, Hashimoto T, Ikubo K, Nakasho K, El-Darawish Y, Li W, Okuzaki D, Watanabe Y, Hayakawa T (2018). Physiological and molecular effects of interleukin-18 administration on the mouse kidney. J Transl Med.

[12] Moriwaki Y, Yamamoto T, Shibutani Y, Aoki E, Tsutsumi Z, Takahashi S, Okamura H, Koga M, Fukuchi M, Hada T (2003). Elevated levels of interleukin-18 and tumor necrosis factor-alpha in serum of patients with type 2 diabetes mellitus: relationship with diabetic nephropathy. Metabolism.

[13] Yamaoka-Tojo M, Tojo T, Wakaume K, Kameda R, Nemoto S, Takahira N, Masuda T, Izumi T (2011). Circulating interleukin-18: a specific biomarker for atherosclerosis-prone patients with metabolic syndrome. Nutr Metab (Lond).

[14] Seale P, Bjork B, Yang W, Kajimura S, Chin S, Kuang S, Scime A, Devarakonda S, Conroe HM, Erdjument-Bromage H (2008). PRDM16 controls a brown fat/skeletal muscle switch. Nature.

[15] Kajimura S, Seale P, Kubota K, Lunsford E, Frangioni JV, Gygi SP, Spiegelman BM (2009). Initiation of myoblast to brown fat switch by a PRDM16-C/EBP-beta transcriptional complex. Nature.

[16] Seale P, Kajimura S, Yang W, Chin S, Rohas LM, Uldry M, Tavernier G, Langin D, Spiegelman BM (2007). Transcriptional control of brown fat determination by PRDM16. Cell Metab.

[17] Aquila H, Link TA, Klingenberg M (1985). The uncoupling protein from brown fat mitochondria is related to the mitochondrial ADP/ATP carrier. Analysis of sequence homologies and of folding of the protein in the membrane. EMBO J.

[18] Bouillaud F, Weissenbach J, Ricquier D (1986). Complete cDNA-derived amino acid sequence of rat brown fat uncoupling protein. J Biol Chem.

[19] Heaton GM, Wagenvoord RJ, Kemp A, Nicholls DG (1978). Brown-adipose-tissue mitochondria: photoaffinity labelling of the regulatory site of energy dissipation. Eur J Biochem.

[20] Ridley RG, Patel HV, Gerber GE, Morton RC, Freeman KB (1986). Complete nucleotide and derived amino acid sequence of cDNA encoding the mitochondrial uncoupling protein of rat brown adipose tissue: lack of a mitochondrial targeting presequence. Nucleic Acids Res.

[21] Cannon B, Nedergaard J (2004). Brown adipose tissue: function and physiological significance. Physiol Rev.

[22] Enerback S, Jacobsson A, Simpson EM, Guerra C, Yamashita H, Harper ME, Kozak LP (1997). Mice lacking mitochondrial uncoupling protein are cold-sensitive but not obese. Nature.

[23] Orava J, Nuutila P, Lidell ME, Oikonen V, Noponen T, Viljanen T, Scheinin M, Taittonen M, Niemi T, Enerback S, Virtanen KA (2011). Different metabolic responses of human brown adipose tissue to activation by cold and insulin. Cell Metab.

[24] Virtanen KA, Lidell ME, Orava J, Heglind M, Westergren R, Niemi T, Taittonen M, Laine J, Savisto NJ, Enerback S, Nuutila P (2009). Functional brown adipose tissue in healthy adults. N Engl J Med.

[25] van Marken Lichtenbelt WD, Vanhommerig JW, Smulders NM, Drossaerts JM, Kemerink GJ, Bouvy ND, Schrauwen P, Teule GJ (2009). Cold-activated brown adipose tissue in healthy men. N Engl J Med.

[26] Lowell BB, Vedrana SS, Hamann A, Lawitts JA, Himms-Hagen J, Boyer BB, Kozak LP, Flier JS (1993). Development of obesity in transgenic mice after genetic ablation of brown adipose tissue. Nature.

[27] Takeda K, Tsutsui H, Yoshimoto T, Adachi O, Yoshida N, Kishimoto T, Okamura H, Nakanishi K, Akira S (1998). Defective NK cell activity and Th1 response in IL-18-deficient mice. Immunity.

[28] Yamanishi K, Doe N, Sumida M, Watanabe Y, Yoshida M, Yamamoto H, Xu Y, Li W, Yamanishi H, Okamura H, Matsunaga H (2015). Hepatocyte nuclear factor 4 alpha is a key factor related to depression and physiological homeostasis in the mouse brain. PLoS ONE.

[29] Metsalu T, Vilo J (2015). ClustVis: a web tool for visualizing clustering of multivariate data using Principal Component Analysis and heatmap. Nucleic Acids Res.

[30] Farmer SR (2006). Transcriptional control of adipocyte formation. Cell Metab.

[31] Kajimura S, Seale P, Spiegelman BM (2010). Transcriptional control of brown fat development. Cell Metab.

[32] Puigserver P, Wu Z, Park CW, Graves R, Wright M, Spiegelman BM (1998). A cold-inducible coactivator of nuclear receptors linked to adaptive thermogenesis. Cell.

[33] Klingenberg M (1999). Uncoupling protein—a useful energy dissipator. J Bioenerg Biomembr.

[34] Kajimura S, Seale P, Tomaru T, Erdjument-Bromage H, Cooper MP, Ruas JL, Chin S, Tempst P, Lazar MA, Spiegelman BM (2008). Regulation of the brown and white fat gene programs through a PRDM16/CtBP transcriptional complex. Genes Dev.

[35] Badman MK, Pissios P, Kennedy AR, Koukos G, Flier JS, Maratos-Flier E (2007). Hepatic fibroblast growth factor 21 is regulated by PPARalpha and is a key mediator of hepatic lipid metabolism in ketotic states. Cell Metab.

[36] Kharitonenkov A, Shiyanova TL, Koester A, Ford AM, Micanovic R, Galbreath EJ, Sandusky GE, Hammond LJ, Moyers JS, Owens RA (2005). FGF-21 as a novel metabolic regulator. J Clin Invest.

[37] Hondares E, Rosell M, Gonzalez FJ, Giralt M, Iglesias R, Villarroya F (2010). Hepatic FGF21 expression is induced at birth via PPARalpha in response to milk intake and contributes to thermogenic activation of neonatal brown fat. Cell Metab.

[38] Hondares E, Iglesias R, Giralt A, Gonzalez FJ, Giralt M, Mampel T, Villarroya F (2011). Thermogenic activation induces FGF21 expression and release in brown adipose tissue. J Biol Chem.

[39] Furuhashi M, Tuncman G, Gorgun CZ, Makowski L, Atsumi G, Vaillancourt E, Kono K, Babaev VR, Fazio S, Linton MF (2007). Treatment of diabetes and atherosclerosis by inhibiting fatty-acid-binding protein aP2. Nature.

[40] Furuhashi M, Hotamisligil GS (2008). Fatty acid-binding proteins: role in metabolic diseases and potential as drug targets. Nat Rev Drug Discov.

[41] Furuhashi M, Ishimura S, Ota H, Miura T (2011). Lipid chaperones and metabolic inflammation. Int J Inflamm.

[42] Tontonoz P, Graves RA, Budavari AI, Erdjument-Bromage H, Lui M, Hu E, Tempst P, Spiegelman BM (1994). Adipocyte-specific transcription factor ARF6 is a heterodimeric complex of two nuclear hormone receptors, PPAR gamma and RXR alpha. Nucleic Acids Res.

[43] Adida A, Spener F (2006). Adipocyte-type fatty acid-binding protein as inter-compartmental shuttle for peroxisome proliferator activated receptor gamma agonists in cultured cell. Biochim Biophys Acta.

[44] Ahmadian M, Duncan RE, Varady KA, Frasson D, Hellerstein MK, Birkenfeld AL, Samuel VT, Shulman GI, Wang Y, Kang C, Sul HS (2009). Adipose overexpression of desnutrin promotes fatty acid use and attenuates diet-induced obesity. Diabetes.

[45] Ahmadian M, Abbott MJ, Tang T, Hudak CS, Kim Y, Bruss M, Hellerstein MK, Lee HY, Samuel VT, Shulman GI (2011). Desnutrin/ATGL is regulated by AMPK and is required for a brown adipose phenotype. Cell Metab.

[46] Degerman E, Smith CJ, Tornqvist H, Vasta V, Belfrage P, Manganiello VC (1990). Evidence that insulin and isoprenaline activate the cGMP-inhibited low-Km cAMP phosphodiesterase in rat fat cells by phosphorylation. Proc Natl Acad Sci USA.

[47] Anthonsen MW, Ronnstrand L, Wernstedt C, Degerman E, Holm C (1998). Identification of novel phosphorylation sites in hormone-sensitive lipase that are phosphorylated in response to isoproterenol and govern activation properties in vitro. J Biol Chem.

[48] Garton AJ, Yeaman SJ (1990). Identification and role of the basal phosphorylation site on hormone-sensitive lipase. Eur J Biochem.

[49] Cypess AM, Weiner LS, Roberts-Toler C, Franquet Elia E, Kessler SH, Kahn PA, English J, Chatman K, Trauger SA, Doria A, Kolodny GM (2015). Activation of human brown adipose tissue by a beta3-adrenergic receptor agonist. Cell Metab.

[50] de Jesus LA, Carvalho SD, Ribeiro MO, Schneider M, Kim SW, Harney JW, Larsen PR, Bianco AC (2001). The type 2 iodothyronine deiodinase is essential for adaptive thermogenesis in brown adipose tissue. J Clin Invest.

[51] Pellegrino MJ, McCully BH, Habecker BA (2014). Leptin stimulates sympathetic axon outgrowth. Neurosci Lett.

[52] Zvintzou E, Lhomme M, Chasapi S, Filou S, Theodoropoulos V, Xapapadaki E, Kontush A, Spyroulias G, Tellis CC, Tselepis AD (2017). Pleiotropic effects of apolipoprotein C3 on HDL functionality and adipose tissue metabolic activity. J Lipid Res.

[53] Dong XY, Tang SQ (2010). Insulin-induced gene: a new regulator in lipid metabolism. Peptides.

[54] Decara JM, Romero-Cuevas M, Rivera P, Macias-Gonzalez M, Vida M, Pavon FJ, Serrano A, Cano C, Fresno N, Perez-Fernandez R (2012). Elaidyl-sulfamide, an oleoylethanolamide-modelled PPARalpha agonist, reduces body weight gain and plasma cholesterol in rats. Dis Model Mech.

[55] Wong KE, Szeto FL, Zhang W, Ye H, Kong J, Zhang Z, Sun XJ, Li YC (2009). Involvement of the vitamin D receptor in energy metabolism: regulation of uncoupling proteins. Am J Physiol Endocrinol Metab.

[56] Wong KE, Kong J, Zhang W, Szeto FL, Ye H, Deb DK, Brady MJ, Li YC (2011). Targeted expression of human vitamin D receptor in adipocytes decreases energy expenditure and induces obesity in mice. J Biol Chem.

How the deposited data were processed for this re-analysis (not part of the article)

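BAT RNA was measured on 12 one-color Agilent arrays, 3 for each genotype (*Il18*+/+ and *Il18*-/-) at each age (6 and 12 weeks). The authors deposited the scanner software's output for each array, whose processed intensity is the spot brightness after background subtraction and detrending, on a linear scale and with no normalization between arrays. The deposited series table holds the same intensity rounded to 3 significant digits, not the values normalized to the 75th percentile that the methods describe. The file headers give version 10.7.3.1 of the scanner software, whereas the methods give another version.

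Groups were taken from the sample labels. Control spots were left out, as were the spots that the software marked as outliers (between 113 and 236 per array), and no spot used was saturated. The log2 intensities of each array were set against the 75th percentile of its spots well above background. Of 55681 probes, 432 were printed in more than 1 spot and were averaged. A probe counted as well above background on an array when at least 50% of its spots were, and 28748 probes that passed on all 3 arrays of at least 1 group were tested. They carry 21357 gene names. Of the 36163 gene names on the array, 21938 were found in the reference table of gene symbols and synonyms, and the array's own name was kept otherwise. Positions are those of the files, in the mm9 build. Where a gene has several tested probes, the brightest is given, except that a gene named only for the size of its change is given by the probe with the lowest adjusted p.

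The differences between genotypes at each age, and the difference of these differences, were tested with lmFit and eBayes in limma (version 3.58.1, R version 4.3.3) in a 4-group model of all arrays, with Benjamini-Hochberg adjustment and a threshold of 0.05. The 2-fold lists follow the ratio criterion of the methods. Fold changes against a group with no array well above background are given as lower bounds, computed from the lowest intensity that counted as well above background. Single genes were also compared with an exact permutation test, whose smallest p with 3 arrays against 3 is 0.1. Gene lists for tissues, sex, strain, the clock, immediate early genes, sterol synthesis and lipogenesis were tested with camera (correlation 0.01) and with fry, with Benjamini-Hochberg adjustment over the lists and both ages. A list was tested where at least 3 of its genes were. The genes within 10 Mb of *Il18* were compared with all others by Fisher's exact test.

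The samples, the comparisons and the tests at the claims, the gene lists, the alternatives and the rule for the genes named in the text were set before the data were examined. The rule names *Il18*, the genes that the paper measured, and the 5 genes with the largest change in each direction at each age and the 5 with the largest difference between the ages, among genes in the reference table that are past the threshold and whose genotypes do not overlap (at either age, for the difference). Several tests of technical explanations were chosen later and are named as such with their results. The clock genes and the genes near *Il18* other than these come from the lists and from the 10 Mb window. The alternatives were the 75th percentile over all probes, quantile normalization, normexp background correction with an offset of 50, the deposited series table, no filter, a filter on all 12 arrays, keeping outlier spots, slide and replicate number as blocks, only the arrays of the age compared, a t-test per probe, arithmetic means, the ratio criterion with an adjusted p, the mean of all probes of a gene, and leaving out each array in turn. Slide and scan day divide the arrays in the same way, so that a block for either is the same fit.

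The limma step was tested on simulated data with the means and spreads of 28675 probes, in which 200 were changed at 6 weeks of age. It recovered 34.0% of the changes of 1 and 89.0% of the changes of 2 on the log2 scale, and 9 of its 132 calls were false. Each simulated value was drawn on its own, with no slide or scaling difference shared by the probes of an array. These rates therefore need not hold for the real arrays. The Spearman comparison of array and qRT-PCR values and the IPA step were left out because the files hold neither the qRT-PCR values nor the IPA molecule lists.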

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

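The tests of time of day and slide for the clock genes, of liver RNA and slide for the liver genes, of slide, alleles and probe sequence for the genes near *Il18*, and of slide and handling for the differences between the ages were chosen after the result was seen; those of other groupings of the arrays, and of alleles around *Il18* for *Apoc3*, were chosen earlier.

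The genotype effect differed between the ages at 576 probes in limma's test of that difference. It was a lower log2 fold change at 12 than at 6 weeks of age for the genes named by the paper that passed, by -3.44 for *Vdr*, -2.69 for *Ppargc1a*, -1.11 for *Ppargc1b* and -1.77 for *Cebpb*. Among the genes of the reference table whose genotypes overlapped at neither age, the 5 named for the largest difference had -7.36 for *Dio2*, -6.98 for *Hspa1a*, -6.25 for *Dhrs9*, -5.69 for *Adamts4* and -5.09 for *Klhl25*. The assignments do not decide whether chance gave the number of such probes. Of 100 assignments of the genotypes within each age, the real one included, 5 gave as many. The other 4 all kept the groups of 12 weeks of age and exchanged arrays at 6 weeks. They retain the genotype difference of 12 weeks, so they are not assignments without a difference. Among the largest counts, assignments that kept the groups of 6 weeks and split those of 12 weeks gave at most 9 probes. The fit with slide as a block left 72 probes, and all 5 of these genes were among them, which argues against slide as their whole cause. Handling or temperature on the day of sampling cannot be told apart from genotype and age for these 5 genes, because the labels give no day of sampling and each group may have been taken on its own day. *Hspa1a* was 4.51 higher on the log2 scale in *Il18*+/+ mice at 12 than at 6 weeks of age, and *Dio2* 3.95 higher, so the genes also moved between groups of the same genotype. An effect of genotype that turns with age stays open.

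Genes near *Il18* changed more often than others. The paper does not analyse this region. Of 240 genes tested within 10 Mb, 18 (7.50%) differed at 6 weeks of age, against 0.478% elsewhere (Fisher's exact test, two-sided, p = 1.5e-15), and 46 (19.2%) at 12 weeks of age, against 8.76% elsewhere (p = 5.3e-07, same exact test). In the same direction at both ages there were 14, with gene names whose probes overlap counted separately. No other assignment of the genotypes to the arrays gave as many (1 of 100, the real one included). The others gave at most 0, and the other splits of either age alone called 0 probes. Their counts were thus near fixed at 0 wherever the changed genes lie. These assignments therefore do not test the position of the genes. In the fit with slide as a block, 10 of the 14 still differed at 6 weeks of age and 3 at 12 weeks, which argues against slide for those 10. The share of 5.83% of the genes in the window against 0.0237% elsewhere is what alleles inherited with the disrupted *Il18* gene would give. Such alleles are a candidate explanation for the 14 genes, *Apoc3* among them, as a hypothesis found and tested on the same arrays. Of the 14 genes, 7 were higher in the *Il18*-/- arrays. Sequence differences under the probes would lower the signal of the alleles that differ from the array's sequence, so that the 7 higher genes would need *Il18*+/+ alleles that differ. This cannot be told apart from a true difference in expression, because the strain is given as C57Bl/6 in the paper and as BALB/c in the labels. An effect of IL-18 itself gives no reason for changed genes to lie around *Il18*, and it stays open, untested, only for single genes among the 14.

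Clock genes differed between the genotypes at 6 weeks of age, outside the genes that the paper discusses. Of 13 clock genes tested 9 passed in limma, 3 higher and 6 lower. *Arntl* minus *Dbp*, on the log2 scale, was -10.85 ± 0.35 (SD, n = 3) in *Il18*+/+ and -0.95 ± 0.62 (SD, n = 3) in *Il18*-/- mice. The values of 12 weeks of age were -6.14 ± 1.56 (SD, n = 3) and -6.14 ± 0.69 (SD, n = 3), and 0 clock genes passed in limma, with 0 at an unadjusted p below 0.05. The list passed at 6 weeks of age in camera (adjusted p = 3.7e-06) and in fry for changes in either direction (adjusted p = 4.7e-06), and not in fry for a common direction (adjusted p = 0.0997). Given a block for slide, 7 clock genes still passed at 6 weeks of age, which argues against slide. A different time of day at sampling cannot be told apart from an effect of genotype. The same measure rose by 4.70 between the *Il18*+/+ groups of 6 and 12 weeks of age, and all mice of a group may have been sampled together. The paper states a single hour of sampling for all mice, and the files hold no hour per mouse.

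Liver transcripts were higher in the *Il18*-/- arrays at 6 weeks of age, with a median log2 fold change of 2.99 over 12 liver genes, of which 2 passed in limma, or 2.87 with the 2 genes that no *Il18*+/+ array measured well above background at their lower bound. Of the 12, 3 were well above background on all 6 *Il18*+/+ arrays, so BAT may express these as well. The list passed in camera (adjusted p = 7.4e-06) and in fry for changes in either direction (adjusted p = 0.0119), and not in fry for a common direction (adjusted p = 0.102). For 10 of the 12 genes all 3 *Il18*-/- arrays were above all *Il18*+/+ arrays. Albumin had a normalized log2 intensity of -2.01 in *Il18*-/- and -5.80 in *Il18*+/+ mice. Among the arrays of slide 1 the median was 2.87, which argues against slide. Liver RNA in the *Il18*-/- samples of 6 weeks of age cannot be told apart from liver genes expressed by the *Il18*-/- tissue itself, because either would raise these genes together and the files hold no liver sample.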

How the results depend on the processing

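All alternatives given here were chosen with the design, none after a result was seen.

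The counts moved most. With the 75th percentile taken over all probes, there were 935 probes changed between genotypes at 6 weeks, 5166 probes changed between genotypes at 12 weeks and 1192 probes whose genotype effect differs between ages, against 163, 2494 and 576. The shares of higher calls were 52.2%, 44.2% and 42.2%, against 66.9%, 7.26% and 7.47%. The median log2 change over all tested probes was then -0.01 at 6 weeks and -0.03 at 12 weeks of age, against 0.11 and -0.26. The genes past 2-fold at 12 weeks of age numbered 1189 (28.1% higher, against 8.02%). *Insig1* (1.45) and *Vdr* (1.14) passed at 6 weeks of age, as did 5 genes with primers. The genes near Il18 called at 6 weeks of age numbered 33, those changed in the same direction at both ages 23, and 4 marker lists passed, against 9. With quantile normalization the counts of probes were 1038, 4732 and 1151 (45.6%, 48.1% and 51.4% higher), 1057 genes were past 2-fold at 12 weeks of age (40.6% higher), *Insig1* (1.43) and *Vdr* (1.11) passed at 6 weeks of age with 5 genes with primers and 34 genes near *Il18*, and 26 near *Il18* changed in the same direction at both ages. Of the genes past 2-fold at 6 weeks of age 71.6% were higher, against 55.8% with the percentile over all probes and 36.8% with quantile normalization. The larger share of lower genes at 12 weeks of age thus depended on the scaling.

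With normexp background correction the probes changed between genotypes at 6 weeks of age numbered 314, *Insig1* (1.47) and 4 genes with primers passed there, the lists of genes past 2-fold at 6 weeks and of genes past 2-fold at 12 weeks held 186 and 458, with 41 genes past 2-fold at both ages, and the median of the clock list at 12 weeks of age turned to -0.011. Without a filter there were 53 probes changed between genotypes at 6 weeks, 178 probes changed between genotypes at 12 weeks and 58 probes whose genotype effect differs between ages, and *Insig1* at 12 weeks of age (1.19) did not (adjusted p = 0.164; 0.00276 to 0.999 over its limma alternatives), and 4 genes with primers passed there. Genes near *Il18* then numbered 10 at 6 weeks, 12 at 12 weeks and 6 in the same direction at both ages, and 5 marker lists passed. The 2-fold lists held 4822 and 4950 genes with 1382 in common, since ratios of spots at background were counted. With the filter on all 12 arrays *Insig1* passed at 6 weeks of age (1.57) with 4 genes with primers, 8 genes near *Il18* changed in the same direction at both ages, 5 marker lists passed, and the 2-fold lists held 313 and 1026 genes with 74 in common. *Vdr* was no longer tested, and the liver list, left with 3 genes, had medians of -0.32 at both ages. Signal over background thus limits *Vdr* and the liver genes.

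A block for slide left 14 probes at 12 weeks of age, 10 of them shared with the 2494, and 72 for the difference between the ages, 60 of them shared with the 576. *Apoc3* (2.57), *Insig1* (0.83) and *Vdr* (-2.42) at 12 weeks of age kept their direction and did not pass, and 2 genes with primers and 3 genes near *Il18* passed, all 3 also in the same direction at 6 weeks. The slide term rests on the 3 *Il18*-/- arrays of 6 weeks of age, so this fit is less precise at 12 weeks. The skeletal muscle list turned to 0.30 at 6 weeks and 0.82 at 12 weeks of age. A block for scan day is the same fit. With the t-test per probe, the probes changed between genotypes at 6 weeks of age numbered 1957 and the probes changed between genotypes at 12 weeks of age 6856 at an unadjusted p below 0.05, and 0 at either age after Benjamini-Hochberg adjustment. With the ratio criterion and an adjusted p together, 138 and 1095 genes passed, and the genes past 2-fold at both ages numbered 35. The cause of these changes was not tested.

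Replicate numbers do not pair the arrays. The deviations of arrays with the same number correlated at 0.08, 0.04 and -0.23 at 6 weeks and at -0.12, -0.30 and -0.03 at 12 weeks of age, across probes. With the replicate block there were 125 probes changed between genotypes at 6 weeks, 2098 probes changed between genotypes at 12 weeks and 389 probes whose genotype effect differs between ages, and *Apoc3*, *Insig1* and *Vdr* stayed on the same side of the threshold at both ages.

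With each array left out in turn, the probes changed between genotypes at 6 weeks of age numbered 70, 76 and 71 without *Il18*+/+ replicates 1, 2 and 3 of 6 weeks, and 370 and 290 without *Il18*-/- replicates 2 and 3 of 6 weeks. The probes changed between genotypes at 12 weeks of age ranged from 373 (without *Il18*+/+ replicate 3 of 12 weeks) to 5762 (without *Il18*-/- replicate 1 of 6 weeks), with 491 and 625 without *Il18*-/- replicates 2 and 3 of 12 weeks, 1501 and 1002 without *Il18*+/+ replicates 1 and 2 of 12 weeks, and 1491 and 1578 without *Il18*+/+ replicates 2 and 3 of 6 weeks. The probes whose genotype effect differs between ages numbered 154, 164 and 230 without *Il18*+/+ replicates 1, 2 and 3 of 6 weeks, 291 and 185 without *Il18*+/+ replicates 2 and 3 of 12 weeks, 194 and 203 without *Il18*-/- replicates 2 and 3 of 12 weeks, and 1127 and 1344 without *Il18*-/- replicates 2 and 3 of 6 weeks. The genes past 2-fold at 6 weeks of age ranged from 661 to 1814 (without *Il18*-/- replicate 2 of 6 weeks; 1172 without replicate 3), the genes past 2-fold at 12 weeks of age from 1544 to 2695, and the genes past 2-fold at both ages from 195 to 410 (without *Il18*-/- replicate 2 of 6 weeks; 338 without replicate 3, and 360 without *Il18*+/+ replicate 1 of 12 weeks). *Apoc3* passed at both ages and *Vdr* at 12 weeks of age in all 12 of these fits. *Insig1* ranged from 1.29 to 1.92 at 6 weeks of age, where it passed without *Il18*+/+ replicate 1 or *Il18*-/- replicate 2 of 6 weeks or *Il18*-/- replicate 1 of 12 weeks, and from 0.96 to 1.50 at 12 weeks, where it passed only without *Il18*+/+ replicate 1 or 3 or *Il18*-/- replicate 1 or 3 of 6 weeks. *Vdr* ranged from 1.01 to 1.61 at 6 weeks of age and passed only without *Il18*-/- replicate 2 of 6 weeks. The genes near Il18 called at 12 weeks of age ranged from 17 (without *Il18*+/+ replicate 3 of 12 weeks) to 77 (without *Il18*-/- replicate 1 of 6 weeks), with 20 and 18 without *Il18*-/- replicates 2 and 3 of 12 weeks and 30 and 25 without *Il18*+/+ replicates 1 and 2 of 12 weeks. The genes near Il18 called at 6 weeks of age ranged from 10 (without *Il18*+/+ replicate 3 of 6 weeks) to 22, and those changed in the same direction at both ages from 8 (without the same array; 9 without *Il18*+/+ replicate 1 or 2 of 6 weeks) to 13. Genes with primers numbered 2 to 5 at 6 weeks of age (most without *Il18*-/- replicate 2 of 6 weeks) and 4 to 9 at 12 weeks (4 without *Il18*+/+ or *Il18*-/- replicate 2 or 3 of 12 weeks), and marker lists 5 (without *Il18*-/- replicate 2 of 6 weeks) to 12. Among lists past the threshold, the medians that changed sign were those of clock genes at 12 weeks (-0.12 to 0.16), liver genes at 12 weeks (-0.47 to 1.05, lowest without *Il18*-/- replicate 1 of 12 weeks) and skeletal muscle at 6 weeks of age (-0.99 to 0.30, highest without *Il18*-/- replicate 3 of 6 weeks).

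The deposited series table, the kept outlier spots and the fit of a single age moved no count by more than 1.5 times and changed no call of *Apoc3*, *Insig1* or *Vdr*. Arithmetic means moved no 2-fold count by more than 1.5 times. With the mean of its probes *Apoc3* still passed, at 1.37 and 1.14. For the 76 log2 fold changes of other named genes, 722 of 758 values under the limma alternatives that keep all arrays stayed on their side of the threshold, 21 lost it, 15 gained it and 0 past it changed sign. Of the 722, 30 changed sign while past the threshold in neither setting, with the lowest such value that of *Elovl3* at 12 weeks of age, which went from 0.07 to -1.89 with slide as a block. Of 912 values that leave out an array these numbers were 879, 28, 5 and 0, and 31 of the 879 changed sign. The t-test per probe, under which 0 probes passed after adjustment, was run for the numbers of probes only and is not among these values. For lists not past the threshold, 9 and 13 medians changed sign.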

Differences from the paper's values

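No test in this part was chosen after a result was seen.

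The genes past 2-fold numbered 1808 at 12 weeks of age, where the paper's total is about 760 in Fig. 3a, read by eye. Of the alternatives set before the data were examined, quantile normalization (1057), the filter on all 12 arrays (1026) and the ratio criterion with an adjusted p (1095) came within 1.5 times of the paper's total, and the 75th percentile over all probes (1189), normexp (458), no filter (4950), the series table (1808), the kept outlier spots (1815), arithmetic means (1860) and leaving out any array (1544 to 2695) did not. The total of 654 at 6 weeks of age was within 1.5 times of the paper's, about 520 in Fig. 3a, read by eye, as was quantile normalization (723), while the filter on all 12 arrays (313) and the ratio criterion with an adjusted p (138) were not.

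*Insig1* at 12 weeks of age was 2.29 times higher in the *Il18*-/- arrays, where the paper's bar is about 4.2 in Fig. 3b, read by eye. The legend gives array and qRT-PCR for this panel and a single bar per group, so that the bar may rest on the other assay. Leaving out *Il18*-/- replicate 2 of 12 weeks brought the ratio to 2.82, within 1.5 times of the paper's value, and no other alternative did.

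The paper gives *Prdm16*, *Pparg* and *Ucp1* as higher in *Il18*-/- mice at 6 weeks of age by qRT-PCR. Their log2 fold changes on the arrays were 0.20, 0.04 and 0.03, with adjusted p of 0.838, 0.959 and 0.970 in limma. The paper gives *Pgc1a* and *Pgc1b* as higher at 12 weeks of age. On the arrays *Ppargc1a* had a log2 fold change of -1.75 (adjusted p = 0.0154 in limma) and *Ppargc1b* of -1.15 (adjusted p = 0.00412 in limma). For *Elovl3*, given as lower at 12 weeks of age, it was 0.07 (adjusted p = 0.971 in limma). Additional file 1 gives the same primers for *Elovl3*, *Fabp4* and *Fgf21*. For *Cebpb*, given as similar between the groups, it was -0.83 at 12 weeks of age (adjusted p = 0.0262 in limma). Of these 3 calls at 12 weeks of age, *Ppargc1a* was kept with slide as a block, and *Ppargc1b* and *Cebpb* were not. Without a filter *Ppargc1a* and *Cebpb* did not pass. With each array left out in turn *Ppargc1a* passed in 8, *Ppargc1b* in 12 and *Cebpb* in 7 of the 12 fits. The adjusted p over all limma alternatives ranged from 6.4e-05 to 0.0871, from 0.000308 to 0.363 and from 0.00786 to 0.705. The paper gives UCP1 protein as higher in saline-treated *Il18*-/- mice at 12 weeks of age. On the arrays of that age *Ucp1* had a log2 fold change of -0.79 (adjusted p = 0.0422 in limma). With each array left out in turn this call was kept in 4 of the 12 fits. Its adjusted p ranged from 0.0115 to 0.890 over all limma alternatives. For *Dio2* the paper names no change in BAT at 6 weeks of age. Its discussion likens *Dio2* at both ages to the cultured cells, where it was lower. On the arrays *Dio2* had a log2 fold change of 2.87 at 6 weeks of age (adjusted p = 0.00298 in limma). At 12 weeks, where the paper gives it as lower, the value was -4.49 (adjusted p = 0.0001 in limma). At 6 weeks of age *Insig1* and *Vdr*, marked as significant in Fig. 3b, did not pass in limma. They passed with the 75th percentile over all probes and with quantile normalization, and *Insig1* also with normexp and with the filter on all 12 arrays.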

Other observations

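The tests of scaling, of time of day for *Insig1* at each age, of liver RNA for *Apoc3* at each age, of the probes left with slide as a block and of the strain, and the measure used for skeletal muscle, were chosen after the result was seen; the tests of chance, of slide at 12 weeks of age and of alleles around *Il18* were chosen earlier.

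Regrouping 3 arrays against 3 cannot exclude chance for the number of changed probes. The 10 splits allow no share below 1 of 10. The real grouping gave the most of the 10 splits at each age (1 of 10 as large at 6 weeks and 1 of 10 at 12 weeks of age), and the other splits gave 0.

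Slide cannot be told apart from genotype for most of the 2494 probes at 12 weeks of age, because no slide held both genotypes of that age. Of these probes, 81.3% leaned in the same direction in the *Il18*-/- array of 6 weeks on slide 2 against the others of its group. The share was 79.0% for *Il18*-/- replicate 2 of 6 weeks, which lay on slide 1, and 11.1% for replicate 1, so the lean is not particular to slide 2. The fit with slide as a block called 14 probes, 10 of them among the 2494, which argues against slide for these 10.

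Higher calls made up 7.26% of those of 12 weeks of age. With the 75th percentile over all probes the share was 44.2%, so the choice of scaling is a candidate cause of the excess of lower probes.

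Skeletal muscle genes were lower in the *Il18*-/- arrays, with a median log2 fold change of -0.32 at 6 weeks and -1.10 at 12 weeks of age, and 0 of 13 passed in limma at either age (0 and 3 at an unadjusted p below 0.05). At 6 weeks of age 100% of the 54 lower probes fell more than every muscle gene, which argues against less muscle as their whole cause. These probes were selected for their change and 0 muscle genes passed, so a high share was partly given by the selection. Of the 2313 lower probes of 12 weeks of age, 15.8% fell more than every muscle gene. Less muscle in these samples cannot be told apart from genotype there, since the other lower probes fell no more than the lowest muscle gene did, and the muscle list turned to 0.82 with slide as a block.

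For *Apoc3* at 6 weeks of age, liver RNA as a source cannot be decided on. The median liver gene changed by 2.99, and *Apoc3* by 2.74. Added RNA adds intensity, so like log2 changes from unlike starting levels do not show a common source. *Apoc3* had a mean of -0.79 in *Il18*+/+ and 1.95 in *Il18*-/- mice, where albumin lay between -2.11 and -1.96. How much *Apoc3* such RNA would bring is not known, since no liver sample was measured. Liver RNA is argued against as the source at 12 weeks of age. Without *Il18*-/- replicate 1, the array with liver transcripts, the liver genes had a median log2 fold change of -0.47 while that of *Apoc3* was 2.48. Whether the liver transcripts of 6 weeks of age came from liver or from the tissue itself stays open. For alleles around *Il18*, the share of genes changed in the same direction at both ages was 5.83% in the window that holds *Apoc3*, and this explanation stays open at both ages beside an effect of IL-18 deficiency. The dimmer *Apoc3* probe did not rise, which was not explained.

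For *Insig1* at 6 weeks of age, time of day at sampling cannot be told apart from genotype, since 9 of 13 clock genes differed between the same groups. In the older mice 0 of 13 did in limma (0 at an unadjusted p below 0.05) while *Insig1* passed, which argues against time of day there. The list of sterol synthesis genes, which holds 1 gene named by the paper, was higher at both ages, with medians of 0.78 (15 of 16 higher) and 0.40 (13 of 16 higher). In limma 0 and 2 of its genes passed. The list passed in camera (adjusted p = 6.8e-05 and 7.4e-06) and not in fry for a common direction (adjusted p = 0.176 and 0.596). At 12 weeks of age camera set it against other genes, when the median over all tested probes was -0.26. No biological explanation of this was tested.

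The sample labels give BALB/c. *H2-Ea* was well above background on 0 of 12 arrays and its partner *H2-Eb1* on 12, and a gene at background does not decide the strain, so BALB/c and C57Bl/6 mice cannot be told apart from it. *Ddx3y* on the Y chromosome was well above background on all 12 arrays.

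The other lists, with their median log2 fold changes and camera adjusted p at the younger and the older age, were as follows. Brown adipocyte genes had -0.04 (adjusted p = 0.762) and -0.16 (0.371), and 6 of the 14 are named by the paper. White adipocyte genes had 0.54 (0.455) and 0.29 (0.128). Macrophage genes had 0.30 (0.371) and -0.36 (0.762), lymphocyte genes -0.06 (0.401) and -0.48 (0.371), and blood genes -0.27 (0.0815) and -0.52 (0.371). Lipogenesis genes had 0.04 (0.455) and 0.17 (0.284). Immediate early genes had 0.59 (0.0307) and -0.52 (0.920), genes with primers 0.20 (0.0287) and -0.33 (0.585), and genes named by the paper 0.16 (0.0914) and -0.33 (0.596). Genes of sex had 0.22 (0.638) and -0.60 (0.371), the clock list -0.98 and 0.01 (0.0307 at 12 weeks), the liver list 0.50 at 12 weeks (0.0339), and skeletal muscle an adjusted p of 0.0168 and 0.182. The camera test sets a list against the other genes, and the median over all tested probes was -0.26 at 12 weeks of age. A list near 0 can thus pass there without a change of its own, as the clock list did with 0 of 13 genes called. For a common direction fry called none of the lists at either age, with a lowest adjusted p of 0.0997. For changes in either direction fry also called brown adipocyte genes (adjusted p = 0.000492 and 1.9e-05), immediate early genes (0.000779 and 2.5e-05), genes with primers (7.8e-06 and 3.9e-07) and genes named by the paper (6.1e-06 and 3.9e-07) at both ages, sterol synthesis genes (0.0185) at 6 weeks and lymphocyte genes (0.0149) at 12 weeks of age. The strain list had 1 gene tested and was not tested as a list. In limma that gene did not differ between genotypes at 6 weeks of age and did at 12 weeks. Whether the groups of 12 weeks of age differ in strain was not tested.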
